# Alternative splicing is frequent during early embryonic development in mouse

**DOI:** 10.1186/1471-2164-11-399

**Published:** 2010-06-23

**Authors:** Timothée Revil, Daniel Gaffney, Christel Dias, Jacek Majewski, Loydie A Jerome-Majewska

## Abstract

**Background:**

Alternative splicing is known to increase the complexity of mammalian transcriptomes since nearly all mammalian genes express multiple pre-mRNA isoforms. However, our knowledge of the extent and function of alternative splicing in early embryonic development is based mainly on a few isolated examples. High throughput technologies now allow us to study genome-wide alternative splicing during mouse development.

**Results:**

A genome-wide analysis of alternative isoform expression in embryonic day 8.5, 9.5 and 11.5 mouse embryos and placenta was carried out using a splicing-sensitive exon microarray. We show that alternative splicing and isoform expression is frequent across developmental stages and tissues, and is comparable in frequency to the variation in whole-transcript expression. The genes that are alternatively spliced across our samples are disproportionately involved in important developmental processes. Finally, we find that a number of RNA binding proteins, including putative splicing factors, are differentially expressed and spliced across our samples suggesting that such proteins may be involved in regulating tissue and temporal variation in isoform expression. Using an example of a well characterized splicing factor, *Fox2*, we demonstrate that changes in *Fox2 *expression levels can be used to predict changes in inclusion levels of alternative exons that are flanked by Fox2 binding sites.

**Conclusions:**

We propose that alternative splicing is an important developmental regulatory mechanism. We further propose that gene expression should routinely be monitored at both the whole transcript and the isoform level in developmental studies

## Background

Developmental processes require precise spatial and temporal regulation of gene expression. Accordingly, developmental biologists have always been at the forefront of gene expression analysis, and recombinant DNA techniques such as transgenic and knockout models have greatly contributed to elucidation of developmental pathways and networks. Traditionally, these studies have focused on transcription factors and repressors that regulate the timing and strength of transcription. Recently, new regulatory mechanisms have emerged, such as post-transcriptional regulation by microRNAs and co-transcriptional regulation by alternative pre-mRNA splicing.

Alternative splicing is a pre-mRNA maturation process that consists of the removal or inclusion of certain alternative exons to produce different transcripts from one genomic locus [1,2]. Alternative splicing is now known to be prevalent in advanced eukaryotes. In humans, recent reports show that more than 98% of multi-exonic pre-mRNAs are alternatively spliced [3,4]. The mouse genome has been sequenced and, similarly to that of humans, a surprisingly low number of less than 30,000 genes have been identified [5,6]. It has been widely hypothesized that the great complexity of higher eukaryotic organisms stems from processes such as alternative splicing [7,8]. The distinct proteins translated from identical pre-mRNAs produced by this process can have different, even antagonistic activities. Thus, alternative splicing can play a major role in the activity of various important cellular mechanisms, such as cell differentiation, cell migration, cell growth and apoptosis. This wide range of cellular processes is required during mammalian embryogenesis to generate a viable organism from a single cell.

Several studies have suggested the importance of alternative splicing during development. In *C. elegans*, it was shown that 18% of the 352 verified alternative exons showed a larger than fourfold change in alternative splicing during its development from embryo to adult, including larval stages [9]. In humans, mice, chickens and *Xenopus*, a well-known example is provided by the fibroblast growth factor 8 (*FGF8*), which can produce many different isoforms [10]. Two of these, FGF8A and FGF8B, which differ by only eleven amino acids, have been shown to have different activities during development [11-14].

It has recently been shown that the levels of certain splicing factors, MBNL and CELF, are regulated and vary several-fold during pre- and postnatal heart development [15]. This variation in CELF and MBNL expression levels affects the splicing modulation of a large quantity of other alternative splicing events, suggesting the existence of a regulatory cascade at the splicing level. Some of the most interesting examples of alternative splicing and its regulation by splicing factors have been carried out in neural tissues. As neuronal precursor cells differentiate into neurons, there is a switch from the ubiquitous PTB to the highly similar, but neuron-specific, neural PTB (nPTB) [16]. As these two proteins modulate alternative splicing of specific subsets of pre-mRNAs, there is an associated switch of a large number of mRNA isoforms.

Since splicing factors may regulate alternative splicing of many different pre-mRNAs [17,18], knocking out known splicing factors in mice generally has profound effects on embryo or young pup viability. The majority of germ-line loss of function mutations in splicing factors result in embryonic arrest early in development, before embryonic day (E) 7.5, e.g. *Ptb *[19], *SC35 *[20,21], *Asf2/Sf2 *[22] and *SRp20 *[23]. In two cases, *Ptb *and *SRp20*, homozygous mutant embryos arrest at the morula stage [19,23]. *Prfp3 *mutant embryos also exhibit embryonic arrest, although it is not clear if these embryos die early or late in embryogenesis [24]. Germ-line loss of function mutations in splicing factors are also associated with organ specific abnormalities. For example, most *SRp38 *knockout embryos die before E15.5 with multiple cardiac defects [25], whereas a small number of mutant mice are born only to die soon after birth [22]. *Mbnl1 *and *Mbnl2 *are required in the skeletal muscle and eye [26,27], and Nova1 is required in motor neurons [20]. These studies indicate that there are stage-specific and tissue-specific requirements for splicing factors.

Although there have been a number of indications of the importance of alternative splicing in development, past studies have been limited largely to individual experiments focused on known candidate genes. In recent years, technological advances have paved the way to genome-wide analyses of mRNA processing, and have enabled hypothesis-free approaches. In this study, we take advantage of a splicing-sensitive exon microarray to investigate genome-wide variation in alternative splicing during development of the mouse embryo and its associated placenta. We focus on early developmental stages, E8.5-E11.5, in order to capture the isoform differences occurring during organogenesis. In mouse embryos, organogenesis begins at E8.5 and is mostly completed by E11.5 when most organs of the foetus can be recognized. The placenta is one of the first organs to form and function in the developing foetus. During organogenesis the precursors of the adult organs undergo a series of morphogenetic movements and differentiation events which have been shown to be controlled by changes in gene expression. We postulate that alternative splicing provides an additional mechanism for increasing the repertoire of transcripts from a limited number of developmentally relevant genes and confers additional specificity to individual developing tissues. Our results show that alternative splicing is frequent during organogenesis, and that different tissues (i.e. the placenta and embryo) as well as different developmental stages express specific gene isoforms. We confirm some previously described splicing events but also report numerous new time- and tissue-specific alternative isoforms. In addition, we find that the mRNA expression levels of some known splicing factors are modulated during organogenesis, suggesting that changes in expression levels of splicing factors may be responsible for alternative isoform expression.

## Results

We studied the variation in gene expression at the transcript isoform level in two "tissues" - embryonic and placenta - across three developmental stages: E8.5, E9.5, and E11.5. Unfortunately, we were not able to obtain sufficient amount of RNA from the chorion, the precursor of the placental tissue, at E8.5 and had to omit that sample from the analysis. 

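RNA of embryos at E8.5, E9.5 and E11.5 and of placentas at E9.5 and E11.5 was measured on 25 arrays, 5 replicates in each of the 5 groups. The deposited values are intensities on a linear scale, summarized with PLIER, a model that combines the probes of 1 probe set (an exon or part of it) or 1 meta probe set (a gene). According to the paper's methods, the probes were first corrected for background with anti-genomic probes of like GC content and quantile normalized across samples, so these steps are already in the values. The gene table holds 23238 meta probe sets, of which 14939 carry exactly 1 gene symbol. The exon table holds 1236087 probe sets, and symbols paired 239729 of them with the meta probe set of their gene, in 14496 genes. The median intensity of an array was 154 to 182 for meta probe sets and 76.1 to 78.6 for probe sets, against lowest values of 23.8 to 28.4 and 17.6 to 23.7. The number of arrays limits the precision of each value. Intensities were taken as log2(value + 1). Gene values below the 25th percentile of their array (77.7 to 82.2) were not told from background, so a log2 change that rests on them is given as at least, in size, the change with that limit in their place. The splicing index is the log2 value of a probe set minus that of its gene, so it rises where the probe set gained on the rest of its transcript. All 25 arrays entered 1 limma fit with the 5 groups, with p-values adjusted by the method of Benjamini and Hochberg and a threshold of 0.05. Embryo was set against placenta over E9.5 and E11.5, where both tissues were sampled. Stages were compared by a joint test of E9.5 and E11.5 against E8.5 in embryo and of E11.5 against E9.5 in placenta. The 26 lists of genes described with the results, among them markers of cell types that a dissected embryo or placenta can hold, were fixed before the data were examined. Each list was tested against the other genes with camera, a set test run with a preset inter-gene correlation of 0.01 and again with the correlation estimated for each list.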

For the remaining samples, 5 biological replicates were obtained for each tissue/stage, and the RNA from each replicate was hybridized to one Affymetrix GeneChip^® ^Mouse Exon 1.0 ST microarray. This array contains probes targeted to individual known and predicted exons, and allows monitoring of expression level at a sub-exon resolution. The replicate nature of the data allowed us to carry out analyses of variance (ANOVA) to detect differences in expression levels across time points and tissues. To investigate variations at the whole-transcript level, we performed the analysis using the summarized expression estimates of entire transcripts. For detection of differences in splicing and isoform expression, the expression levels of each individual probe set (roughly corresponding to an exon) were normalized by dividing by the expression level of the corresponding gene. The latter method will be referred to as the splicing index analysis. These two approaches allowed us to differentiate the cases where all, or most of the exons, within a gene have variable expression levels from the cases where only some of the exons within a transcript behave differently from the remaining exons, indicating alternative splicing or related isoform changes. This also allowed us to detect changes such as alternative transcription start sites or alternative polyadenylation sites which can also affect the N- or C-terminus of proteins (Figure 1).

**Figure 1:**
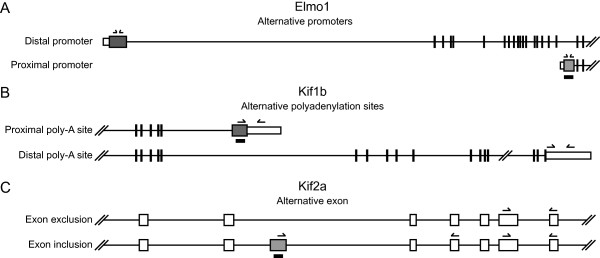
**Examples of types of alternative splicing analysed**. The boxes represent exons while the lines are introns. The bold lines beneath the exons indicate probes that detected significant expression changes for each example and the arrows represent primers used for qRT-PCR analyses. **(a) **Alternative promoter use can be found by an increase in the expression detection levels for a probe set for one promoter compared to the others. The change in promoter use of Elmo1 alters the 5' untranslated region (white boxes) as well as the N-terminus of the protein. **(b) **The same analyses can be applied for alternative polyadenylation sites, in this case Kif1b. **(c) **Alternative exons can be included or excluded in the mature mRNA, thus altering the coding sequence as in the Kif2a pre-mRNA.

### Data quality control and filtering

As the first quality control check, we carried out principal component analysis (PCA) to estimate the sources of variability within the data. PCA results from the whole-transcript analysis are shown in Figure 2, but similar trends are observed in exon-level, and normalized (Splicing Index) data. 

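Tissue separated the arrays most. Over all 23238 meta probe sets, without a filter, the first principal component of the log2 values held 62.1% of the variance and the second 14.2%. The mean of the tissue accounted for 95.9% of the spread of the arrays along the first component, and the mean of the stage for 87.4% of their spread along the second. For the splicing index of the probe sets, the components held 36.9% and 12.3% of the variance, and tissue and stage accounted for 96.3% and 77.3% of their spread. For the log2 values of the probe sets themselves the shares were 57.1% and 14.4%. The share of the first component depends on the scaling. With every gene scaled to unit variance it was 31.6%, and that of the second 15.0%.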

The first two principal components explain 48% of the variance of the data, and correspond to the tissue effect (32.9%) and stage effect (15.1%). 

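Along the first component, embryos lay at -31.6 ± 5.0 (SD, n = 5 arrays) at E8.5, -48.0 ± 3.1 at E9.5 and -45.2 ± 1.6 at E11.5. Placentas lay on the other side, at 50.4 ± 9.4 at E9.5 and 74.4 ± 3.9 at E11.5. Along the second component, embryos rose from -26.8 ± 2.2 at E8.5 through -4.9 ± 6.1 at E9.5 to 34.1 ± 1.6 at E11.5, and placentas from -24.2 ± 9.9 at E9.5 to 21.9 ± 4.3 at E11.5. The embryo and placenta groups did not overlap along the first component, and neither did the 3 embryonic stages along the second. E9.5 placenta was the most spread group, from 41.0 to 63.0 along the first component. Across genes, the log2 values of 2 replicates of a group correlated with r between 0.965 and 0.993. Genes are not independent replicates, so this r describes the arrays and tests nothing.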

Individual samples form distinct clusters, illustrating clear differences in gene expression levels across the two tissues and three stages.

**Figure 2:**
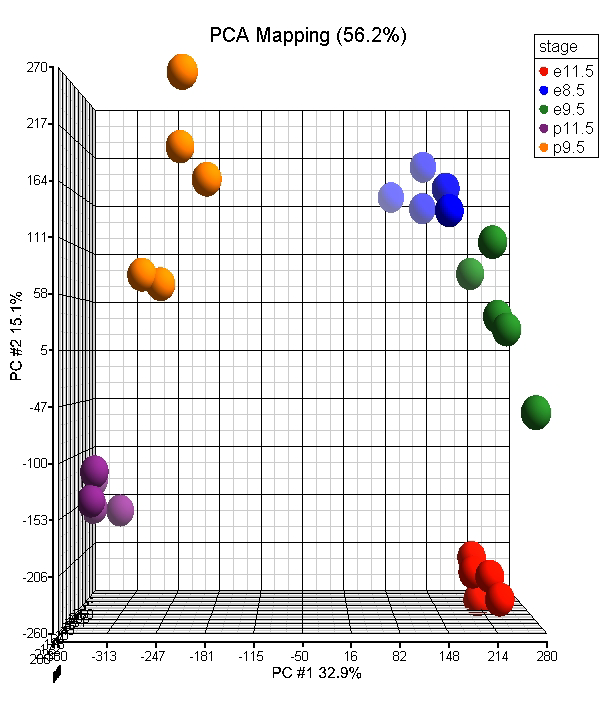
**Principal component analysis**. PCA was performed on the whole transcript levels. The plot shows that there is consistent behaviour (clustering) across biological replicates of the same samples. The two major sources of variation in the data are the tissue effect, which approximately corresponds to the 1^st ^principal component (horizontal axis), and the stage effect (vertical axis).

We next carried out the splicing index analysis which identified a large number of candidate exons predicted to be alternatively spliced across the two tissues and three stages. Since it is instrumental to distinguish between truly alternatively spliced exons, and exons expressed at very low levels (indistinguishable from background noise) or very highly (beyond the sensitivity levels of the microarray); we employed a number of filtering steps, as described in Materials and Methods and previously in [28]. The Affymetrix Mouse Exon Array contains over 23,000 core meta probe sets (genes) and 280,000 probe sets (exons). Our filtering criteria reduced this number to 13,366 meta probe sets containing approximately 133,000 probe sets.

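With the 25th percentile of each array as the limit, which a gene had to reach on all 25 arrays, 14783 of the 23238 meta probe sets remained, and 11422 of these carry exactly 1 gene symbol. The probe sets of these genes had to lie above the median of all probe sets on at least 1 array and at most 5 times above their gene on average. This left 195452 probe sets in 11080 genes, with a median of 15 probe sets per gene. Another 135 probe sets equalled their meta probe set on all arrays and were left out. The paper's detection p-values are not among the deposited values, so the median stands in their place.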

We investigated the efficacy of our data filtering steps by estimating the percentage overlap between candidate alternatively spliced exons in our study, with those predicted to be alternatively spliced based on independent EST and mRNA evidence such as those annotated by the "AltEvents" track from build 37 of the mouse genome on the UCSC Genome browser [5,29,30]. The Alt-Events track annotates alternative splice forms in UCSC "known" genes, which are assembled by combining evidence from multiple independent experimental sources. Application of our data filtering steps increases the percentage overlap with alternative events predicted from independent sources (Additional File 1 Figure S1). In addition, by increasing the stringency of the false discovery rate (FDR) cutoff we further increased the percentage overlap. This analysis demonstrates that the application of data filtering as well as the use of a stringent q-value cutoff increases the agreement between our results and alternatively spliced events predicted from independent experimental evidence. We note, however, that while our data filtering likely increases the sensitivity of our analysis, it is likely that the filters concurrently reduce specificity.

### Comparison of differentially expressed and spliced genes

To assess patterns of gene expression and splicing change over our entire data set, we defined a significant difference as a P-value which was less than that expected at an FDR of 0.05. Significant stage effects were defined using the combined P-values from the embryo and placenta: that is, a significant developmental stage effect reflects a difference in expression between different embryonic stages, placental stages or both. For brevity, we refer to differences in expression between embryo and placenta as "tissue-specific" and differences in expression between developmental stages as "stage-specific".

We first examined differences in expression between tissue and developmental stage at the level of whole gene expression. 

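Placental hormone genes and neural and mesodermal regulators of the embryo were among the largest differences between the tissues. Prl7d1 and Prl2a1, members of the prolactin family made by trophoblast, had log2 changes of at least -6.13 and at least -6.06 in embryo against placenta. Prl7d1 stood at 5336 ± 1506 (SD, n = 5 arrays) in E9.5 placenta and at 63 ± 5.3 in E9.5 embryo. Others of this kind were the placental cathepsin Ctsj (at least -5.91), the side-chain cleavage enzyme of steroid synthesis Cyp11a1 (at least -5.73) and the spongiotrophoblast marker Tpbpa (at least -5.55). All 36 measured genes of the trophoblast and placental hormone list were lower in embryo (36 adjusted over the list alone), with a median log2 change of -3.60, or -3.30 with values below the 25th percentile of the array set to it, as for each change given as at least (camera adjusted p = 9.51e-22, adjusted p = 0.00539 with an estimated correlation). On the embryo's side stood the ventricular myosin light chain Myl2 (at least 3.94), the neural RNA-binding protein Msi1 (4.17), the Wnt antagonist Sfrp2 (at least 3.95) and the somite regulator Meox1 (at least 3.54). Of 23 neural progenitor genes, 20 were higher and 0 lower (20 and 0 adjusted over the list alone), among them Zic1 (3.53), Pax3 (at least 2.97) and Sox2 (3.06), with camera adjusted p = 3.48e-07, adjusted p = 0.0347 with an estimated correlation. All 18 anterior and central Hox genes, which pattern the body axis, were higher in embryo (18 adjusted over the list alone), Hoxa5 by 2.63 (camera adjusted p = 2.07e-07, adjusted p = 0.0347 with an estimated correlation). Of 16 genes of somite segmentation, 14 were higher and 0 lower (14 and 0 adjusted over the list alone), with camera adjusted p = 5.64e-07, adjusted p = 0.0347 with an estimated correlation. These 4 lists, trophoblast among them, hold with an estimated correlation, and no other list of this comparison or of the stage comparisons does.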

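The lists of differentiating tissues and of the splicing machinery also leaned to the embryo. Of 36 genes of neuronal differentiation, 34 were higher and 1 lower (34 and 1 adjusted over the list alone), with Dcx, a microtubule protein of migrating neurons, at 3.42 (camera adjusted p = 3.11e-11, adjusted p = 0.142 with an estimated correlation). Of 53 genes of neurogenesis and axon guidance, 43 were higher and 7 lower (43 and 7 adjusted over the list alone), with camera adjusted p = 3.63e-09, adjusted p = 0.168 with an estimated correlation. Of 24 genes of cartilage and skeletal mesenchyme, 19 were higher and 1 lower (19 and 1 adjusted over the list alone), Twist1 by 3.42 (camera adjusted p = 1.13e-06, adjusted p = 0.0653 with an estimated correlation). In heart muscle 13 of 16 were higher and 2 lower (13 and 2 adjusted over the list alone), and in skeletal muscle differentiation 19 of 23 were higher and 1 lower (19 and 1 adjusted over the list alone). For these 2 lists the camera adjusted p was 0.00124 and 0.000191, and the adjusted p = 0.142 with an estimated correlation for both. All 25 SR proteins and hnRNPs, general regulators of splicing, were higher in embryo (25 adjusted over the list alone), Srsf10 by 1.15 and Srsf3 by 1.11 (camera adjusted p = 5.64e-07, adjusted p = 0.142 with an estimated correlation). Of 29 core spliceosome genes, 27 were higher and 0 lower (27 and 0 adjusted over the list alone), with camera adjusted p = 3.37e-05, adjusted p = 0.142 with an estimated correlation. In DNA replication and the cell cycle 29 of 31 were higher and 1 lower (29 and 1 adjusted over the list alone), with camera adjusted p = 3.76e-09, adjusted p = 0.142 with an estimated correlation. Markers of other cells moved with the placenta. Of 22 genes of maternal decidua, 1 was higher and 16 lower (1 and 16 adjusted over the list alone), with Htra3 at -3.93 (camera adjusted p = 0.000319, adjusted p = 0.263 with an estimated correlation). Of 17 genes of natural killer cells and other leukocytes, 1 was higher and 12 lower (1 and 12 adjusted over the list alone), with the granzyme Gzmd at at least -5.15 (camera adjusted p = 0.00326, adjusted p = 0.425 with an estimated correlation). Of 16 genes of yolk sac and visceral endoderm, 3 were higher and 13 lower (3 and 13 adjusted over the list alone), with camera adjusted p = 0.0125, adjusted p = 0.54 with an estimated correlation.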

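Within the embryo, genes of neurons rose and genes of early embryonic cells fell between E8.5 and E11.5. Dcx rose from 93 ± 4.1 (SD, n = 5 arrays) at E8.5 to 3719.9 ± 404 at E11.5, a log2 change of 5.30 (standard error 0.33, adjusted p = 3.16e-12 from limma). The plasma protein gene Alb rose from 78 ± 1.9 to 2984 ± 481 (at least 5.18). Lin28a, an RNA-binding protein of early embryonic cells, fell from 4452 ± 161 to 206 ± 33 (-4.44, standard error 0.18). Of 36 genes of neuronal differentiation, 34 were higher and 0 lower (34 and 0 adjusted over the list alone), among them Elavl3 (3.57), Elavl4 (3.48) and Map2 (3.47), with camera adjusted p = 5.14e-25, adjusted p = 0.0674 with an estimated correlation. Of 53 genes of neurogenesis and axon guidance, 45 were higher and 2 lower (45 and 2 adjusted over the list alone), the ephrin receptor Epha3 by 4.04 (camera adjusted p = 1.55e-17, adjusted p = 0.0674 with an estimated correlation). In skeletal muscle differentiation 15 of 23 were higher, Myog by 2.65, and 1 was lower (15 and 1 adjusted over the list alone), with camera adjusted p = 1.69e-05, adjusted p = 0.0674 with an estimated correlation. All 34 genes of ribosome biogenesis were lower (34 adjusted over the list alone), with Rrp9 at -1.07 (camera adjusted p = 1.07e-17, adjusted p = 0.0674 with an estimated correlation). Of 12 genes of glycolysis, 1 was higher and 11 lower (1 and 11 adjusted over the list alone), with the glucose transporters Slc2a3 at -3.25 and Slc2a1 at -1.88 (camera adjusted p = 1.5e-07, adjusted p = 0.0674 with an estimated correlation). Of 21 genes of pluripotency and gastrulation, 1 was higher and 14 lower (1 and 15 adjusted over the list alone), with Sall4 at -2.93 and Pou5f1 at -1.71 (camera adjusted p = 4.58e-07, adjusted p = 0.0674 with an estimated correlation). Yolk sac genes moved with the early stage. Of 16 genes of yolk sac and visceral endoderm, 0 were higher and 12 lower (0 and 13 adjusted over the list alone) at E11.5 than at E8.5, with Apoa4 at -3.40 (camera adjusted p = 4.07e-08, adjusted p = 0.137 with an estimated correlation). At E9.5 all 16 were already lower than at E8.5 (16 adjusted over the list alone), with Ttr at -3.48 (camera adjusted p = 1.5e-17, adjusted p = 0.0615 with an estimated correlation). Together 7496 of 17591 genes changed between E8.5 and E11.5 (4011 higher, 3485 lower, from limma), and 3728 between E8.5 and E9.5, of which 62.9% were higher, or 51.4% with quantile normalization again.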

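In the placenta, single trophoblast genes and the lists of maternal decidua and leukocytes rose between E9.5 and E11.5. Ceacam14, an adhesion molecule of the carcinoembryonic antigen family, rose from 54 ± 6.4 (SD, n = 5 arrays) at E9.5 to 4955 ± 422 at E11.5, a log2 change of at least 5.92. Psg27 (at least 5.60), the prolactin family gene Prl7a2 (at least 4.94) and the placental cathepsins Ctsm (at least 4.90) and Cts3 (at least 4.72) rose as well, and Prl5a1 (-2.77) and Cts7 (at least -2.58) fell. The trophoblast list as a whole passed in neither direction, with 14 of 36 higher and 13 lower (16 and 13 adjusted over the list alone, camera adjusted p = 0.245). Of the E9.5 placentas, replicates 4 and 5 lay nearest to E11.5 placenta, at 63.0 and 57.7 along the first component against 41.0 to 45.3 for the other 3, and at -11.9 and -15.7 against -33.8 to -27.1 along the second. With these 2 arrays left out, a choice made after the data were seen, the trophoblast list was higher at E11.5 (camera adjusted p = 0.0153). It was not called in the other 5 alternatives of camera, up to an adjusted p = 0.849 with an estimated correlation, while fry, which tests the list against no change, gave an adjusted p = 5.71e-07. Of 22 genes of maternal decidua, 19 were higher and 1 lower (19 and 1 adjusted over the list alone), Dcn by 3.55 and Tdo2, a tryptophan oxygenase, by at least 3.00 (camera adjusted p = 1.33e-09, adjusted p = 0.111 with an estimated correlation). Of 17 genes of natural killer cells and other leukocytes, 16 were higher and 0 lower (16 and 0 adjusted over the list alone), Gzmb by 2.96 and Prf1, which encodes perforin, by 2.42 (camera adjusted p = 1.2e-10, adjusted p = 0.111 with an estimated correlation). Of 20 endothelial genes, 13 were higher and 0 lower (14 and 0 adjusted over the list alone), the VEGF receptor Flt1 by 1.48 (camera adjusted p = 3.22e-05, adjusted p = 0.302 with an estimated correlation). Of 31 genes of DNA replication and the cell cycle, 0 were higher and 30 lower (1 and 30 adjusted over the list alone), with Ccne2 at -1.21 (camera adjusted p = 7.87e-18, adjusted p = 0.111 with an estimated correlation). Of 34 genes of ribosome biogenesis, 0 were higher and 33 lower (0 and 33 adjusted over the list alone), with Polr1e at -0.89 (camera adjusted p = 7.87e-18, adjusted p = 0.111 with an estimated correlation). Core spliceosome genes fell, 25 of 29 with 0 higher (25 and 0 adjusted over the list alone), with Snrpa1 at -1.01 (camera adjusted p = 1.87e-08, adjusted p = 0.111 with an estimated correlation). In all, 6767 genes changed between the placental stages, 3157 higher and 3610 lower at E11.5 (limma).

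**Figure D1:**
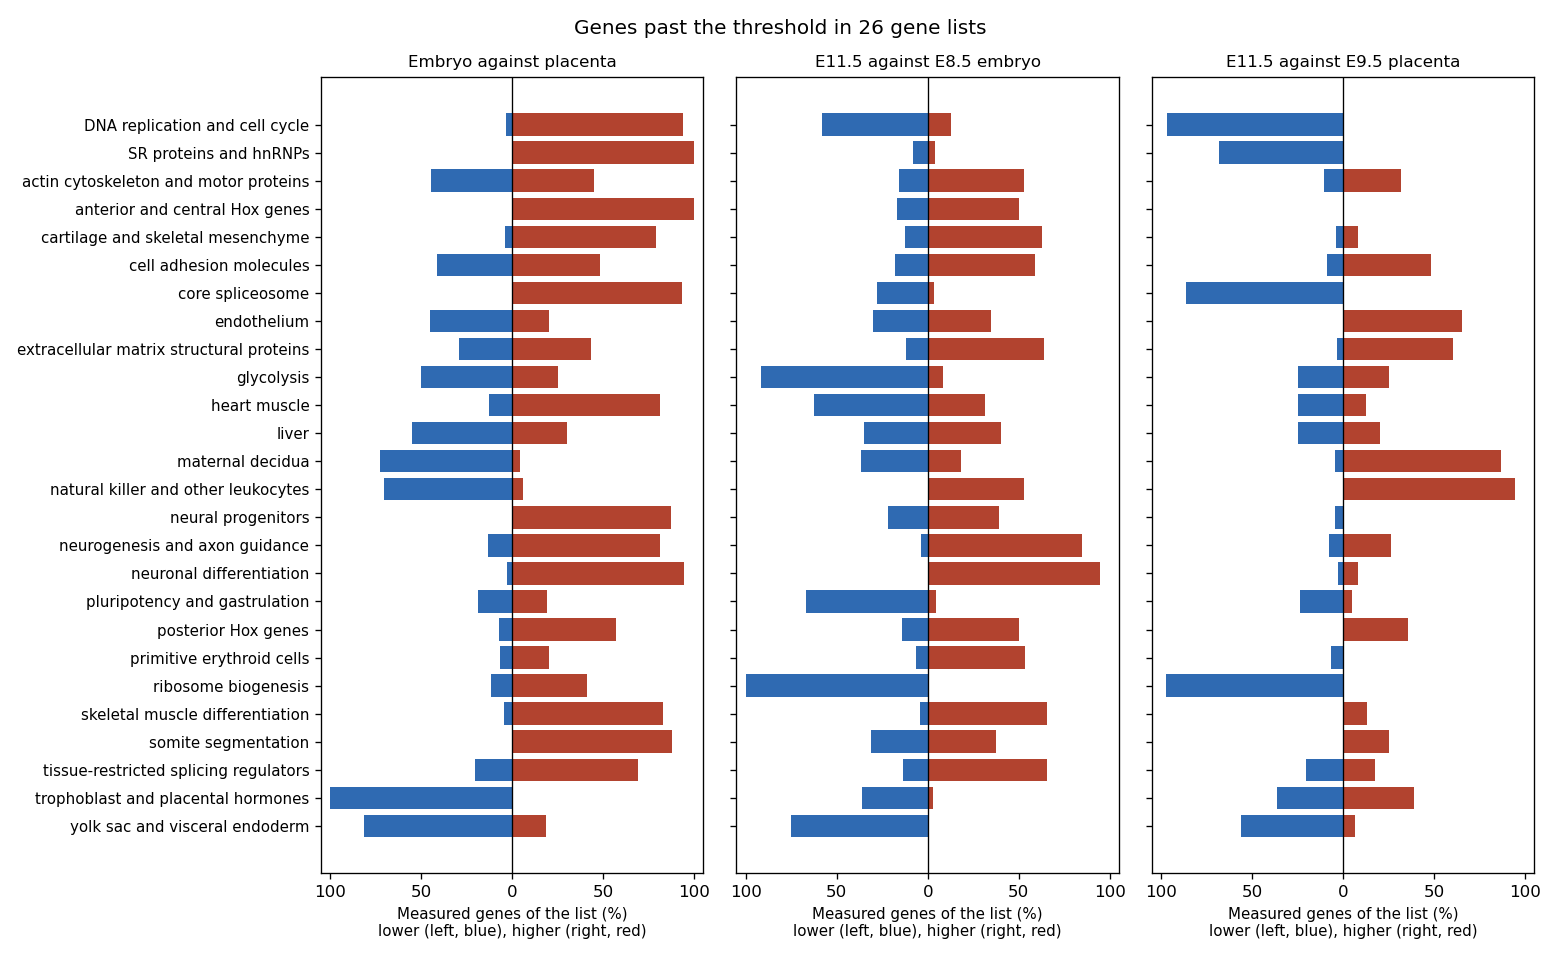
Share of the measured genes of each of the 26 lists (horizontal axis, percent) that were higher (red, to the right) or lower (blue, to the left) at an adjusted p under 0.05 from limma, for embryo against placenta, E11.5 against E8.5 embryo and E11.5 against E9.5 placenta. All 36 trophoblast genes lie on the placenta's side of the first comparison, all 34 genes of ribosome biogenesis fell in embryo, and 16 of 17 leukocyte genes rose in placenta.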

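Over the 14783 genes on all arrays, limma called 10524 (71.2%) between the tissues, 5787 higher in embryo and 4737 higher in placenta, and 9900 (67.0%) between stages. The difference was at least 2-fold for 2061 genes between tissues and for 1258 between stages. Both calls fell on 7790 genes, 61.7% of those with a call, where independent calls would give 7048 (odds ratio 2.90, 95% interval 2.69 to 3.13, Fisher's exact test). Both calls come from the same fit and share arrays and the variance of each gene, so such an excess can arise without a true link. The interval also takes the genes as independent.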

We find that approximately equal numbers of the 13,366 genes in our data set show a significant change in expression between day of development (8,661) as between placenta and embryo (8,475), with a large overlap between the two (5,857) (Figure 3A).

**Figure 3:**
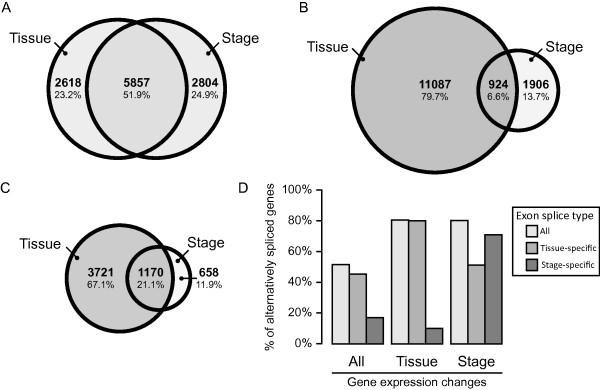
**Distribution of differentially expressed or spliced candidates**. (a) Number of genes that show significant expression changes between placental and embryonic tissues and between development stages, as well as the overlap between the two sets. (b) Individual probe sets that are differentially expressed compared to their transcripts between tissues and between stages. (c) Number of genes that contain at least one alternatively spliced exon when comparing embryo or placentas, or between developmental days. (d) Comparison of the percentage of tissue- or stage-dependent differentially alternatively spliced genes, or either, in three different subsets of differentially expressed genes: all, tissue-specific or stage-specific.

We next examined stage and tissue differences in inclusion levels of individual exons. Of the nearly 300,000 core probe sets, 133,758 remained expressed at detectable levels after our filtering criteria. These probe sets are located in a total of 10,796 genes. We find that, at a FDR of 0.05, 12,011 (9%) probe sets are differentially included in their respective transcripts between embryo and placenta, while 2,830 (2%) are differentially included between day of development in either placenta or embryo, or both (Figure 3B). 

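The largest changes of the splicing index came both from probe sets that moved themselves and from genes that moved under a steady probe set. Probe set 4394711 of Morf4l2 stood at 81 ± 59 (SD, n = 5 arrays) in E9.5 embryo and at 1544 ± 261 in E9.5 placenta, and its splicing index differed by -4.13 on the log2 scale between embryo and placenta, or by -3.51 with values below the array median of the probe sets set to it. Probe set 4400848 of Pparg, a nuclear receptor needed for placental development, had a splicing index of 2.05 ± 0.29 in E9.5 embryo and -2.56 ± 0.55 in E9.5 placenta, a difference of 4.95 over both stages (standard error 0.13). Its intensity was 479 ± 133 and 618 ± 188, so this difference lies in the gene level. The same holds for probe set 4650877 of the ectonucleotidase Entpd1 (4.19), at 388 ± 29 and 424 ± 77. Between E8.5 and E11.5 embryo, the splicing index changed by -3.75 at a probe set of Ebf3 and by -3.52 at a probe set of Bcl11a, both neural transcription factors. The probe sets went from 1449 ± 273 to 1170.3 ± 123 and from 1785 ± 382 to 1551 ± 143, while the genes rose by 3.45 and 3.33 on the log2 scale. The paper's methods name probes that cross-hybridize or do not respond as possible sources of false splicing signals when the gene changes. For these steady probe sets that was not tested. A probe set of the platelet chemokine Pf4 rose itself, from 79 ± 19 to 2344 ± 378, with 3.72 in splicing index, or 3.57 with values below the array median of the probe sets set to it. Of the 195452 probe sets, limma called 53779 (27.5%) between tissues, 27253 higher in embryo and 26526 in placenta, and 26139 (13.4%) between stages. A change of at least 2-fold was reached by 7398 probe sets between tissues (3.79%) and by 4775 between stages (2.44%). By contrast of stages, 18549 probe sets changed from E8.5 to E11.5 and 4531 from E8.5 to E9.5 in embryo, and 10575 from E9.5 to E11.5 in placenta. Among called probe sets of genes that differed between tissues, 81.6% of those in the lowest tercile of intensity moved against their gene, 60.7% in the middle tercile and 44.9% in the highest tercile.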

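Probe sets that differed both between tissues and between stages were more frequent than independent calls would give. Both calls come from the same fit and share the E9.5 and E11.5 arrays and the variance of each probe set. Such an excess can thus arise without a true link. Fisher's exact test also takes the probe sets as independent, while those of a gene share its subtracted level. Limma called 16266 probe sets in both comparisons, 37513 between tissues alone and 9873 between stages alone (odds ratio 5.79, 95% interval 5.63 to 5.95, Fisher's exact test). Probe set 4606198 of Zic1 is an example, with a splicing index of 0.66 ± 0.26 (SD, n = 5 arrays) at E8.5 and -2.63 ± 0.30 at E11.5 in embryo, and of 1.36 ± 0.30 and 1.04 ± 0.39 in E9.5 and E11.5 placenta. The intensity of the probe set was 413 ± 23 at E8.5 and 385 ± 26 at E11.5 in embryo, while the gene rose by 3.18 on the log2 scale. The change between these stages thus lies in the gene level. A probe set that does not respond to its transcript would give the same and was not told apart here. With the methods' own tests in place of limma, 8918 probe sets passed both.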

We also find numerous examples (924) where an exon is both tissue and stage-specific. For example, we observe an increase in the use of the middle promoter of *Gcnt2 *during embryo development, which in turn is higher than its use in placentas (Figure 4B). This seems to be due to changes in promoter use between tissues and stages (Figure 4C). 

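Gcnt2 makes the branches of the I blood group antigen. Probe set 4867798, which the paper assigns to the middle promoter, had a splicing index of 0.14 ± 0.11 (SD, n = 5 arrays) at E8.5, where 1 array stood apart at 0.33, 0.68 ± 0.36 at E9.5 and 0.85 ± 0.11 at E11.5 in embryo. In placenta it was -1.96 ± 0.19 at E9.5 and -1.17 ± 0.12 at E11.5. The difference between embryo and placenta was 2.33 (standard error 0.09, adjusted p = 1.55e-16 from limma). From E8.5 to E11.5 the splicing index rose by 0.71 (0.13, adjusted p = 0.000279 from limma) while the probe set stayed at 351 ± 45 and 344 ± 37, so this rise lies in the fall of the gene. In placenta the splicing index rose from E9.5 to E11.5 by 0.79 (adjusted p = 0.000191 from limma). The Gcnt2 gene was lower in embryo, at 318 ± 35 at E8.5 and 189 ± 9.7 at E11.5, than in placenta, at 599 ± 109.6 at E9.5 and 929.5 ± 101 at E11.5.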

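Of the 19 measured probe sets of Gcnt2, 14 differed between tissues and 5 between stages in limma. The other probe set that the paper names, a promoter exon in the paper's Figure 4C, lay the other way from the middle promoter. Its splicing index was -1.06 (standard error 0.10, adjusted p = 2.73e-09 from limma) in embryo against placenta, and its joint stage test gave an adjusted p of 0.381 in limma. With the gene level taken from the probe sets of the gene, that stage test passed (adjusted p = 0.0222, with 0.0222 to 0.605 over 40 alternatives). The paper proposes changes in promoter use between tissues and stages.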

Our results suggest that at least one putatively alternatively spliced exon is found in a total of 5,549 genes. A substantial fraction (21%) of these genes contains both a tissue-specific and stage-specific alternatively spliced exon (Figure 3C). 

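At least 1 probe set changed between tissues or stages in 9856 of 11080 genes (89.0%). A probe set changed between tissues in 9155 genes and between stages in 7021, and 6320 genes (64.1% of those with a change) had both kinds. With a change of at least 2-fold, 2259 genes had a probe set that differed between tissues and 1625 had one that differed between stages. Itga6, an integrin subunit, is among the genes with both, since its probe set 5594042 rose by 1.41 from E8.5 to E11.5 and had a difference of -1.33 in embryo against placenta (limma).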

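In 5135 of the 6320 genes with both kinds of change, the same probe set passed the limma threshold between tissues and between stages. Elmo1, an adaptor of cell engulfment and migration, shows such a probe set, 5166975. Its intensity rose from 104 ± 21 (SD, n = 5 arrays) at E8.5 to 516 ± 64 at E11.5 in embryo, while the gene fell by 0.96 on the log2 scale. In placenta its splicing index was -2.86 ± 0.27 at E9.5 and -2.80 ± 0.08 at E11.5.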

In a majority of cases (824 genes), this is due to the alternative splicing of the same exon in a tissue and stage-specific manner.

**Figure 4:**
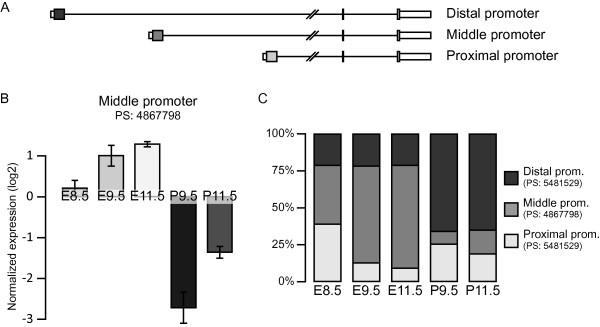
***Gcnt2 *promoter use during embryogenesis**. (a) Expression of the *Gcnt2 *gene is driven by three promoters, each contributing to different N-termini for the protein. (b) The use of the middle promoter is generally higher in the embryo than the placenta as detected by the probe set (PS) 4867798, and its use increases during development. (c) Comparison of the use of each three promoters, normalized to gene expression levels, shows a distinct profile for each promoter when comparing developmental stages and tissues.

We next investigated the overlap between whole gene expression change and alternative splicing. For clarity, in this section we focused on the 10,796 genes which contained at least one filtered (clearly expressed) probe set. We find that genes whose expression is significantly different between tissues or stages are highly enriched for alternatively spliced exons (Figure 3D). 

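Genes that differed in expression carried changed probe sets more often than genes that did not. Among 8394 genes called between tissues, 90.7% had a probe set that changed between tissues, against 57.3% of the 2686 genes not called (odds ratio 7.29, 95% interval 6.55 to 8.12, Fisher's exact test). Among 8050 genes called between stages, 73.5% had a probe set that changed between stages, against 36.4% of the other 3030 (odds ratio 4.86, 4.44 to 5.32). The splicing index subtracts the gene level, so the 2 calls share it and the odds ratio without a true link need not be 1. The few other splits of the arrays that called genes had median odds ratios of 8.01 between tissues (3 splits) and 10.0 between stages (6 splits). Msi1 and Zic1, higher in embryo as genes by 4.17 and 3.53 on the log2 scale, each had a probe set with a lower splicing index in embryo. At E9.5 the intensity of these probe sets was 511 ± 129 and 445 ± 62 (SD, n = 5 arrays) in embryo and 273 ± 23 and 419.7 ± 39.9 in placenta. Probes that respond little to their transcript could give this pattern too. A changed probe set of either kind was found in 93.9% of the genes called between tissues and in 73.5% of the others. From such shares in Figure 3D, the paper proposes that a large part of the genes with changing expression also change isoforms.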

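The link across comparisons, between a change in expression of 1 kind and a change of probe sets of the other kind, was weaker than the link within a comparison, and the intervals of the odds ratios do not overlap. Within a comparison the subtraction puts the same change of the gene level into both calls. A stronger link there is thus no evidence of a link between expression and isoforms. Of the genes called between tissues, 67.0% had a probe set that changed between stages, against 52.0% of the others (odds ratio 1.87, 95% interval 1.71 to 2.04, Fisher's exact test, p = 1.57e-43). Of the genes called between stages, 85.9% had a probe set that changed between tissues, against 73.8% (odds ratio 2.17, 1.95 to 2.40, p = 8.21e-48). Genes called between tissues alone (1844) had stage-specific probe sets in 38.8%, near the 36.4% of all genes not called between stages. Genes called between stages alone (1500) had tissue-specific ones in 59.4%, near the 57.3% of all genes not called between tissues. Little of the link across comparisons thus remained among genes without an expression call in the comparison of the probe sets.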

Genes that are differentially expressed between tissue are primarily enriched (compared to all genes) in tissue-specific alternative exons, while genes that are differentially expressed between developmental stages are likewise enriched in stage-specific alternative exons (Figure 3D). This analysis suggests that a large proportion of genes that are differentially expressed in early embryonic development concurrently exhibit significant isoform changes.

### Developmental processes and functions are overrepresented in alternatively spliced genes

To identify alternative isoforms in genes with a role in mammalian development, we used the simplified PANTHER gene ontology [31]. We tested for functional annotations that were enriched in the 1,828 genes with one or more developmentally-regulated alternative isoforms, compared to the expected distribution of annotation terms derived from a reference gene set. In our case, the reference set was comprised of all genes which we detected as expressed in the embryonic and placental samples. The results of this analysis (Tables 1 and 2) suggest that our candidate genes are active in important aspects of mammalian development. In particular, our candidate alternatively spliced genes appear to be active in cell attachment to the extracellular matrix, an integral process during organogenesis [32].

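Extracellular matrix genes were the list with the largest share of stage-specific probe sets among lists of more than 20 genes. Of 56 structural genes of the matrix with probe sets in the test, 53 (94.6%) had one, against 63.2% of the other genes (odds ratio 10.3, 95% interval 3.33 to 51.5, Fisher's exact test, adjusted p = 1.85e-06). In the list, genes had a median of 44 probe sets, against 15 over all genes. With the number of probe sets in a logistic model, the odds ratio of the list was 3.78 (adjusted p = 0.094). Axon guidance genes (41 of 47, adjusted p = 0.00333), neuronal differentiation genes (27 of 29, adjusted p = 0.00333), actin and motor protein genes (32 of 36, adjusted p = 0.00527), liver genes (16 of 16, adjusted p = 0.00527) and cell adhesion molecules (41 of 48, adjusted p = 0.00577) were also above the other genes. So were ribosome biogenesis (30 of 34, adjusted p = 0.00739), tissue-restricted splicing regulators (21 of 23, adjusted p = 0.0132) and glycolysis (12 of 12, adjusted p = 0.0157), and ribosome biogenesis and glycolysis lost the call with background subtracted (adjusted p = 0.051 for ribosome biogenesis and 0.137 for glycolysis, the highest of 5 alternatives each). The call of glycolysis was also lost without E9.5 placenta replicates 4 and 5 (adjusted p = 0.068). With the number of probe sets in the model, neuronal differentiation kept the call (odds ratio 9.30, adjusted p = 0.0334). The call was lost for axon guidance (odds ratio 1.89, adjusted p = 0.223), actin and motor proteins (1.84, adjusted p = 0.327), cell adhesion (2.25, adjusted p = 0.105), ribosome biogenesis (3.49, adjusted p = 0.094) and splicing regulators (4.10, adjusted p = 0.107). Liver and glycolysis, with every gene called, could not be fitted. SR proteins and hnRNPs, with 9 of 23 and an adjusted p = 0.0653 without this model (0.0489 to 0.821 over 5 alternatives, the lowest, which passes, with background subtracted), lay below with it (odds ratio 0.215, 95% interval 0.091 to 0.505, adjusted p = 0.0101). The model holds no term for the change of the gene between stages. Genes called between stages had such probe sets in 73.5%, against 36.4% of the others. Whether neuronal differentiation and the SR proteins and hnRNPs differ beyond that change was not tested. The PANTHER assignments of the paper's Tables 1 and 2 are not among the files, so these lists stand in for them. From the PANTHER test, the paper proposes a role of the spliced genes in attachment to the matrix.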

**Table 1:** Overrepresented PANTHER "Biological Process" terms.

PANTHER Biological Process	Observed	Expected	P-value
Cell adhesion	70	37.61	3.24 e-05

Developmental processes	218	160.69	8.49 e-05

Signal transduction	291	234.45	1.59 e-03

Cell adhesion-mediated signaling	43	21.22	3.61 e-03

Ectoderm development	80	50.05	6.14 e-03

Transport	130	94.69	6.45 e-03

Neurogenesis	70	44.34	3.52 e-02

**Table 2:** Overrepresented PANTHER "Molecular Function" terms.

PANTHER Molecular Function	Observed	Expected	P-value
Extracellular matrix structural protein	23	6.44	4.96 e-05

Cell adhesion molecule	44	23.42	2.36 e-03

Extracellular matrix	44	23.86	3.53 e-03

### Classification and visualization of alternative isoforms

In order to classify, visualize, and evaluate the candidate alternative isoforms predicted by statistical analysis of exon microarray data, we created a database that links the results to the UCSC Genome Browser [29] and allows evaluation of each isoform in the context of all other available information, such as gene structure, expression information, as well as all other functional data provided by UCSC. The results are available in the additional data online (Additional file 2 Table S1). Figure 5 provides a concrete example of how microarray data and gene structure information can be combined to infer mutually exclusive alternative splicing of two neighbouring exons in the gene *Rab6*.

**Figure 5:**
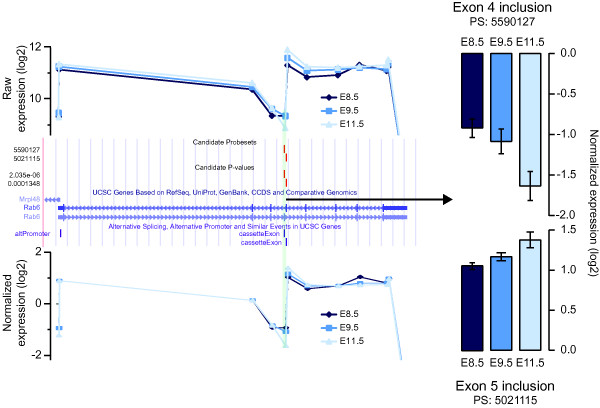
**Alternative splicing of *Rab6***. This pre-mRNA contains two mutually exclusive alternative exons, exons 4 and 5 (see middle panel representing the *Rab6 *gene structure using the UCSC Genome browser [29], http://genome.ucsc.edu). The top panel shows raw expression scores for each probe set for the three embryonic developmental stages. There is a slight difference in the expression of the entire transcript, as most probe sets increase their intensities from embryonic day (E) 8.5 to E11.5. This trend is not consistent for exons 4 and 5, as the inclusion of exon 4 actually goes down while the inclusion of exon 5 increases disproportionally. This is further emphasized in the bottom panel, showing the splicing index analysis and the expression values of each exon normalized to adjust for whole transcript expression changes. On the right, the bar graph shows the actual (log2 scale) reduction of exon 4 inclusion across the 3 day time span.

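Rab6a, a GTPase of transport through the Golgi, has 14 measured probe sets, of which 2 changed between stages in limma. These are the ones that the paper names for exons 4 and 5. The probe set of exon 4 had a splicing index of -0.89 ± 0.13 (SD, n = 5 arrays) at E8.5, -1.02 ± 0.15 at E9.5 and -1.48 ± 0.18 at E11.5 in embryo, a change of -0.60 from E8.5 to E11.5 (standard error 0.10, adjusted p = 9.24e-05 from limma). The probe set of exon 5 rose from 0.98 ± 0.02 through 1.14 ± 0.06 to 1.40 ± 0.12, by 0.42 (0.07, adjusted p = 0.000183 from limma). With the gene level taken from the probe sets of Rab6a the value was 0.31 and its joint stage test did not pass (adjusted p = 0.203, the highest of 40 alternatives, with the lowest at 0.000564). The gene changed by 0.17 (adjusted p = 0.204 from limma), or by 0.22 with quantile normalization again (adjusted p = 0.0341, the lowest of 32 alternatives, with the highest at 0.342). In placenta the changes from E9.5 to E11.5 were 0.26 and 0.08, and neither passed (adjusted p = 0.111 and 0.567 from limma). The paper states that these exons are mutually exclusive.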

### Microarray results are confirmed by RT-PCR and qRT-PCR

The first level of validation of the microarray results was performed using end-point RT-PCR analysis. To simplify primer design and subsequent analysis, only alternative splicing events implicating cassette exons were verified using primers encompassing the alternative exons. Ten randomly chosen candidates with probe sets that overlapped at least partially with an existing cDNA, mRNA or EST-supported alternative exon, were selected (Table 3). All the ten exons verified were alternatively spliced in at least one of the sampled tissues (Additional file 3 Figure S2), and, in the cases where it could be quantified from the brightness of the corresponding bands in the gel, the trends of exon inclusion levels were in agreement with the microarray analysis.

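For the cassette exons of Table 3 the arrays give these changes from E8.5 to E11.5 in embryo. An exon of Mycbp2, a large E3 ubiquitin ligase of axon growth, gained 0.72 in splicing index (standard error 0.12, adjusted p = 0.000121 from limma). The exon of Epb41l3, a membrane skeleton protein, gained 0.93 (adjusted p = 0.00106 from limma), and the exon of the kinesin Kif2a 0.52 (adjusted p = 0.0373 from limma, with 0.0712 in the joint test of all stages), or 0.25 with values below the array median of the probe sets set to it. Exons of Ganab, a glucosidase of the endoplasmic reticulum, and Depdc5 had changes of -0.46 and -0.38 (adjusted p = 0.0137 and 0.0147 from limma). For Pml, the paper's text names no probe set, and the one with the smallest stage p was taken, with -0.35, a call lost with the gene level taken from the probe sets of Pml (adjusted p = 0.251, the highest of 40 alternatives). Erc1 has 2 meta probe sets and Wnk1 has 0 of its symbol alone, so their splicing index was formed against the median of the gene's own probe sets. That choice was made after the values were seen. By that measure the exon of Erc1 changed by -0.82 from E8.5 to E11.5 (exact permutation test, p = 0.00794, the smallest p that 5 arrays against 5 allow). The exon of the kinase Wnk1 changed by 0.34 from E8.5 to E11.5 (exact permutation test, p = 0.0238) and by -0.89 between the placental stages (exact permutation test, p = 0.00794). The RT-PCR gels themselves are not among the files. Of the 11 probe sets that the paper names and that were paired with a gene, 9 changed between stages and 8 between tissues in limma. Over all probe sets in the test the shares were 13.4% and 27.5%. The paper chose its candidates on these samples, so these counts are not independent evidence.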

**Table 3:** Validation of cassette exons by RT-PCR.

Gene symbol	Gene Name	P-value
Itga6	Integrin α 6	5.108 e-05

Erc1	ELKS/RAB6-interacting/CAST family member 1	4.412 e-04

Kif2a	Kinesin Family Member 2A	8.069 e-05

Epb4.1L3	Erythrocyte Protein Band 4.1-like 3	5.077 e-09

Numb	NUMB Gene Homolog	3.463 e-07

Pml	Promyelocytic Leukemia	5.884 e-06

Depdc5	DEP Domain Containing 5	9.024 e-06

Wnk1	WNK Lysine Deficient Protein Kinase 1	8.068 e-06

Mycbp2	MYC Binding Protein 2	8.881 e-06

Ganab	Alpha Glucosidase 2 Alpha Neutral Subunit	5.573 e-06

To further verify the precise quantitative patterns of exon inclusion of the genes where the end-point quantification was not conclusive, we selected five of the already confirmed alternative cassette exons for analysis using quantitative real-time PCR. We also analysed seven additional alternative isoform events: four alternative promoters, two alternative polyadenylation sites, and one case of mutually exclusive exons (Table 4). We compared fold changes of the average of values for the qRT-PCR on the candidate exons with microarray probe set inclusion levels (see examples in Figure 6, compare blue lines with red bar graphs, respectively). 

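For the other events of Table 4, the probe set with the smallest stage p of each gene was taken, since the paper's text names none, so its p is no independent evidence. In embryo from E8.5 to E11.5, the splicing index of Elmo1 rose by 3.27 (standard error 0.15, adjusted p = 5.13e-13 from limma). A probe set of Ank3, a scaffold of the axon initial segment, rose by 1.66 and a probe set of the transcription factor Tcf4 by 1.45. A probe set of the kinesin Kif1b changed by -0.79 in embryo and by -0.89 between the placental stages (adjusted p = 4.56e-06 from limma). For Itsn1, an endocytic scaffold, the change in embryo was 1.00, and in placenta 0.09 (adjusted p = 0.674 from limma). The values of the qRT-PCR are not among the files. The arrays hold no stage before E8.5.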

The qRT-PCR based expression levels of all of these alternative splicing events displayed the same quantitative trend as earlier observed in the microarray analysis.

**Table 4:** Validation of different alternative splicing events by real-time PCR.

Gene symbol	Gene name	Splicing type	Microarray P-value
Elmo1	engulfment and cell motility 1, ced-12 homolog (C. elegans)	altPromoter	3.536 e-09

Ank3	ankyrin 3, epithelial	altPromoter	1.243 e-10

Gcnt2	glucosaminyl (N-acetyl) transferase 2, I-branching enzyme	altPromoter	4.825 e-09

Tcf4	transcription factor 4	altPromoter	1.173 e-08

Kif1b	kinesin family member 1B	altFinish	4.562 e-10

Itsn1	intersectin 1 (SH3 domain protein 1A)	altFinish	2.382e-07

Mycbp2	MYC binding protein 2	Cassette	8.881 e-06

Erc1	ELKS/RAB6-interacting/CAST family member 1	Cassette	4.412 e-06

Wnk1	WNK lysine deficient protein kinase 1	Cassette	8.068 e-06

Kif2a	kinesin family member 2A	Cassette	8.069e-05

Depdc5	DEP domain containing 5	Cassette	9.024e-06

Rab6	RAB6, member RAS oncogene family	Mutually exclusive	2.035e-06

**Figure 6:**
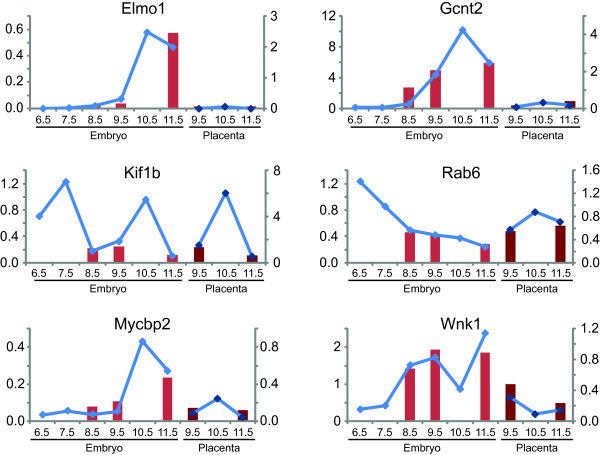
**Examples of qRT-PCR validation**. The results obtained from the microarray and quantitative RT-PCR follow the same trend, some of which are presented here. The bars (red) indicate the average of five probe set values of candidate exons divided by the average of the corresponding meta probe set values. The lines (blue) represent the fold change of the average of values for the qRT-PCR on the candidate exons as compared to internal controls on the same pre-mRNAs. Embryonic stages represented: E6.5 to E11.5; placental stages: P9.5 to P11.5.

In order to gain further insight into temporal variation in isoform expression, the qRT-PCR was performed on additional embryonic and placental stages, ranging from E6 to E11. The results of these additional stages were almost all predictable by extrapolation of the trends observed in the microarrays. A few demonstrated some unexpected behaviour, which may correspond to rapid changes in splicing patterns corresponding to developmental switches. As mice embryos develop extremely rapidly, with a gestation period of only 19-21 days, it is possible that the alternative splicing of certain pre-mRNAs can also be modified extremely rapidly.

The seventeen validated candidates are implicated in various cellular and organismal processes, and some have previously been shown to be involved in embryogenesis. For example, *Numb *is involved in neuronal differentiation during development. There are four known isoforms of *Numb*, two of which contain an alternative exon of 147 nt in the proline rich region and two without this exon [33]. These two classes have been shown to be differentially spliced during embryogenesis from E10 to E17, as well as in adults, to regulate cortical development [34]. This shift in alternative splicing is confirmed by our microarray results and we also find that this starts as soon as E8.5, the earliest data we have for this alternative splicing event.

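Numb, an inhibitor of Notch signalling that is passed to 1 daughter cell in asymmetric divisions, is measured by 1 probe set at the paper's cassette exon. Its splicing index was -0.31 ± 0.12 (SD, n = 5 arrays) at E8.5, -0.49 ± 0.09 at E9.5 and -0.95 ± 0.08 at E11.5 in embryo. From E8.5 to E11.5 this is a change of -0.63 (standard error 0.10, adjusted p = 5.59e-05 from limma). From E8.5 to E9.5 the change was -0.18 (adjusted p = 0.434 from limma). In placenta it was -0.31 from E9.5 to E11.5 (adjusted p = 0.0616 from limma), and the gene as a whole changed by -0.10 in embryo (adjusted p = 0.396 from limma), or by -0.15 with quantile normalization again (adjusted p = 0.0347, with 0.0347 to 0.767 over the alternatives).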

### Multiple RNA-binding proteins are alternatively expressed and spliced during development

We examined our data set for differential expression and splicing of RNA-binding genes, since RNA-binding proteins (RBPs) may be involved in regulating tissue and temporal variation in isoform expression. 

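Among the RNA-binding proteins of Table 5, some rose and others fell in embryo. From E8.5 to E11.5 in embryo, Rbms3 rose by 1.30 (standard error 0.10), Zfp462 by 1.29, Dnajc6, an auxilin of clathrin uncoating, by 1.01 and Enox1 by 0.98. The ribosome biogenesis factors Mak16 (-0.86), Krr1 (-0.62), Nifk (-0.66) and Rbm19 (-0.60) fell, as did the helicase Ddx39a (-0.83), Nol9 (-0.67), the nuclear pore proteins Nup37 (-0.56) and Nup43 (-0.50), the mRNA-binding protein Igf2bp1 (-0.54) and the translation factor Eif3d (-0.42). In placenta from E9.5 to E11.5, Mak16 (-0.91), Ddx39a (-0.99) and Nup43 (-0.92) fell as well, and Pcbp3 changed by -0.67 there and by 0.27 in embryo. The paper chose these genes on these samples, so their directions are not independent evidence. Of 29 tissue-restricted splicing regulators, a list fixed before the data were examined, 19 were higher and 4 lower (20 and 4 adjusted over the list alone) at E11.5 than at E8.5, among them Celf3 (2.65) and Mbnl2 (0.78), with camera adjusted p = 1.26e-06, adjusted p = 0.0674 with an estimated correlation. Between tissues 20 were higher and 6 lower in embryo (21 and 6 adjusted over the list alone), with Ptbp2 at 2.82 and Mbnl3 at -2.80 (camera adjusted p = 0.00125, adjusted p = 0.168 with an estimated correlation). Of 25 SR proteins and hnRNPs, 1 was higher at E11.5 than at E8.5 in embryo and 2 lower (0 and 0 adjusted over the list alone). Between the placental stages 17 of them fell (18 adjusted over the list alone) and 0 rose, with Srsf1 at -0.63 (camera adjusted p = 1.21e-05, adjusted p = 0.302 with an estimated correlation). No meta probe set carries Slc6a1 or Nova1 as its only symbol, so they have no value.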

Using a list of 380 putative RBPs recently published [35] as well as others added subsequently, we found that many RBPs are differentially expressed between the two tissues and three stages (Table 5). One interesting candidate is the alternative splicing factor CELF/BRUNOL4, which we observe to be regulated at both the expression and splicing levels. The global expression of this gene increases more than 2.5-fold in the embryo between E9.5 and E11.5. 

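Celf4 stood at 141 ± 5.9 (SD, n = 5 arrays) in E9.5 embryo and 253 ± 14 in E11.5 embryo, a log2 change of 0.84 (standard error 0.07, adjusted p = 2.7e-09 from limma). Between E9.5 and E11.5 placenta the log2 change was 0.02 (adjusted p = 0.849 from limma).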

Meanwhile, in the same tissue samples and stages, the inclusion of exon 8 increases ten-fold and the use of a differential 3' end exon goes up 3.5 fold while in the placenta use of this 3' end exon goes down 4.5 fold between E9.5 and E11.5 (Additional file 2 Table S1). 

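Of the 24 probe sets of Celf4, 15 changed between stages and 15 between tissues in limma. From E9.5 to E11.5 in embryo the splicing index rose most at probe sets 4828032, by 1.44 (standard error 0.18, adjusted p = 1.13e-05 from limma), 4596487, by 1.15 (adjusted p = 1.15e-07 from limma), and 4756170, by 0.82. It fell most at 4773864 (-0.85). In placenta the probe sets 5268391 (-1.03, adjusted p = 0.00221 from limma) and 5520202 (-0.86, adjusted p = 0.000535 from limma) fell, and in embryo they changed by 0.16 and 0.15 (adjusted p = 0.812 and 0.741 from limma). The positions of these probe sets within Celf4 are not in the files, so which of them lie in exon 8 or at the 3′ end is not known.

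**Figure D2:**
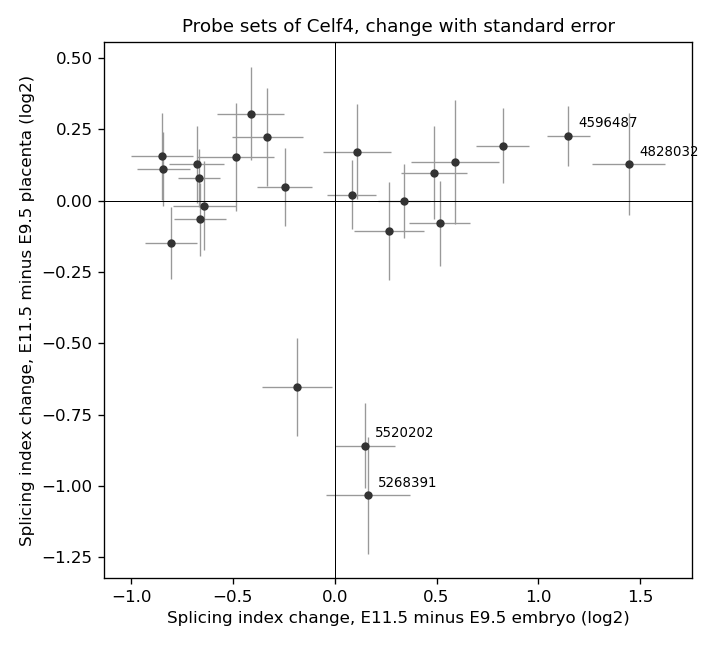
Change of the splicing index of the 24 probe sets of Celf4 from E9.5 to E11.5 in embryo (horizontal axis, log2) and in placenta (vertical axis, log2), with standard errors from limma. Probe sets 4828032 and 4596487 lie far to the right, at 1.44 and 1.15, and 5268391 and 5520202 lie low, at -1.03 and -0.86.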

Although the consequence of this change of gene expression or alternative splicing is unknown, levels of CELF4/BRUNOL4 proteins are regulated during development of the brain and skeletal muscles between E14, newborn, postnatal day 4 and adult mice [36].

**Table 5:** Top 20 gene expression candidates in RNA binding proteins.

Gene symbol	Proposed functions (GO)	P-value of changes of gene expression	P-value of changes of alternative splicing
Slc6a1	Neurotransmitter transport	3.74 e-11	3.19 e-08

Dnajc6	Heat shock protein binding	2.35 e-10	1.27 e-04

Igf2bp1	mRNA stability	2.13 e-09	6.04 e-05

Enox1	Transport	6.26 e-09	1.53 e-04

Krr1	Ribosome biogenesis	6.38 e-09	N/A

Rbm13 (Mak16)	Ribosome biogenesis (yeast)	6.45 e-09	N/A

Ddx39	RNA splicing, RNA helicase	6.89 e-09	1.74 e-04

Nol9	Unknown	8.02 e-09	6.76 e-05

Zfp462	Transcription regulator (during development)	8.98 e-09	7.13 e-04

Nup37	Transport	1.86 e-08	N/A

Rbm9 (Fox-2)	RNA splicing	2.02 e-08	5.96 e-06

Pprc1	Transcription regulation	2.24 e-08	5.81 e-05

Pcbp3	Unknown	3.13 e-08	5.54 e-04

Elavl3	Cell differentiation, development	3.29 e-08	4.25 e-06

Mki67ip (Nifk)	Unknown	4.05 e-08	1.57 e-06

Rbms3	Unknown	7.05 e-08	N/A

Nup43	Transport	8.34 e-08	N/A

Rbm19	rRNA processing, ribosome biogenesis	8.34 e-08	N/A

Brunol4 (Celf4)	Splicing regulator	1.79 e-07	2.80 e-08

Eif3d	Translation initiation	2.28 e-07	7.34 e-04

Another particularly interesting candidate is *Rbm9*, also known as *Fox-2*. This protein is implicated in the regulation of alternative splicing in neurons and muscles [37] and has been shown as important for the survival of human embryonic stem cells [38]. 

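Rbfox2, the current name of Rbm9, encodes a splicing regulator of muscle and neurons. Its meta probe set 6836888 stood at 1057 ± 37 (SD, n = 5 arrays) at E8.5, 1193 ± 60.1 at E9.5 and 1712 ± 92 at E11.5 in embryo. The log2 change from E8.5 to E11.5 was 0.70 (standard error 0.06, adjusted p = 1.19e-09 from limma), a fold of 1.62. Every E11.5 embryo array lay above every E8.5 embryo array (exact permutation test, p = 0.00794). In placenta the gene was at 854 ± 69 at E9.5, where 1 array stood apart at 975, and 784 ± 51 at E11.5, a change of -0.12 that did not pass (exact permutation test, p = 0.0952). At E11.5 the embryo was 2.19-fold above the placenta.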

According to our results, during embryogenesis, the expression levels of the isoforms in embryos nearly double from E8.5 to E11.5 (Figure 7B). Furthermore, the alternative splicing of the *Fox-2 *pre-mRNAs is significantly modified, with increasing use of the proximal promoter during development of both embryos and placentas, compared to E8.5 (Figure 7C). This leads to a different 5'UTR but also to a shorter N-terminal on the resulting protein. 

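The probe set that the paper assigns to the proximal promoter of Rbfox2 had a splicing index of -0.61 ± 0.14 (SD, n = 5 arrays) at E8.5, -0.30 ± 0.15 at E9.5 and 0.33 ± 0.11 at E11.5 in embryo. It was 0.64 ± 0.11 in E9.5 placenta and 0.60 ± 0.14 in E11.5 placenta. From E8.5 to E11.5 embryo the change was 0.94 (standard error 0.09, adjusted p = 4.8e-08 from limma), or 1.92-fold. The placentas lay above E8.5 embryo by 1.26 at E9.5 and 1.21 at E11.5 on the log2 scale (exact permutation tests, p = 0.00794 each), and the change between them was -0.04 (exact permutation test, p = 0.579). Other probe sets of Rbfox2 fell from E9.5 to E11.5 in embryo, among them 4345079 (-0.70) and 5448331 (-0.79). Of its 26 probe sets, 5 changed between stages and 12 between tissues in limma.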

The effect of this switch of promoters is currently unknown but may play a role on the activity of this protein. Other exons of *Fox-2 *have also been demonstrated as alternatively spliced in later stages of development [15]. Between E14, postnatal and adult mice, exon 12 inclusion increases while exons 6 and 13 are excluded. This demonstrates a complex regulation of alternative splicing of this factor, with four exons modulated between E8.5 and postnatal life.

**Figure 7:**
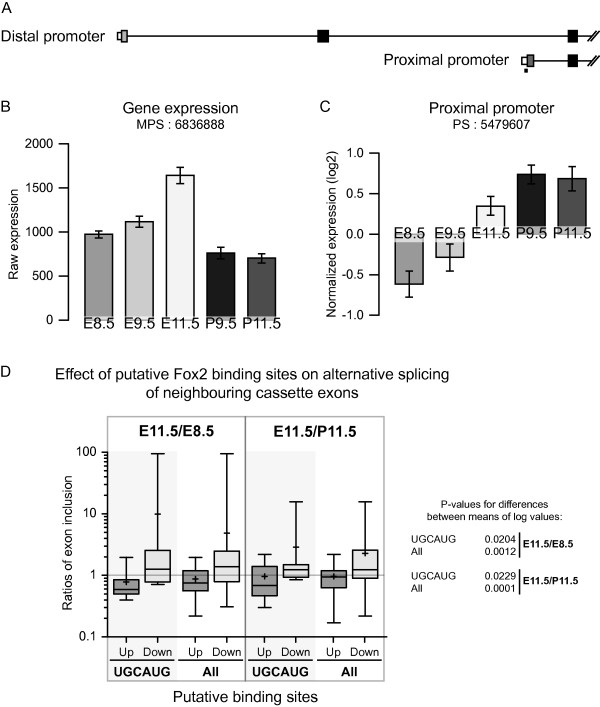
**The well characterized splicing factor Fox2 is alternatively expressed and spliced during development**. (a) Pre-mRNAs for this gene are transcribed using two primary promoters. (b) During development, the gene expression of *Fox2*, as detected by the meta probe set (MPS) 6836888 increases in embryos, while remaining generally lower and stable in placentas. (c) The use of the proximal promoter increases strongly during embryo development. (d) *Fox2 *expression levels modulate the alternative splicing of cassette exons containing putative *Fox2 *binding sites in their surrounding introns. The whiskers indicate the minimum and maximum value, the box represents the 25^th ^percentile to the 75^th^, the line inside the box shows the 50^th ^percentile and the + is the value of the mean. The strict UGCAUG binding site or a combination of 5 binding sites (All) were looked for within 100 nt of the splicing sites in the upstream (Up) or downstream (Down) introns. The E11.5/E8.5 or E11.5/P11.5 exon inclusion ratios of the candidates were calculated using corresponding probe set levels, normalized by meta probe set levels. A ratio over 1 indicates that inclusion of the alternative exon follows expression of *Fox2*, while a ratio less than 1 means that these are negatively correlated. Using a one-tailed, unpaired t-test, we find that the means of the log of the ratios are significantly different (P < 0.05) between Up and Down data sets.

Because some aspects of the function of Fox2 and its binding sites within RNA sequences have been previously characterized, we were able to predict the effect of variation of Fox2 mRNA expression on a subset of exons that contain its putative binding sites. We compared the alternative splicing of cassette exons between E8.5 and E11.5 embryos as well as between E11.5 embryo and E11.5 placenta (P11.5), the two stages we observed the highest differences for *Fox2 *expression. The results obtained for these ratios (Figure 7D) demonstrate that inclusion rates of exons that are flanked by putative binding sites for Fox2 are highly correlated with the expression of this gene. The candidate exons were divided into two sets: those that contained a putative Fox2 binding site within the upstream intron, and those with a binding site in the downstream intron. Previous studies suggest that binding of Fox2 upstream of the exon should result in increased exon skipping, while downstream binding results in exon inclusion [38]. 

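The exons that the paper lists with UGCAUG, the hexamer bound most specifically by Fox2, were compared by the log2 ratio of their splicing indices between E11.5 and E8.5 embryo. For 11 exons with the site in the downstream intron, the mean log2 ratio was 0.30 ± 0.58 (SD), and 7 of the 11 ratios were above 1, with Dab2 at 1.11, Ipo11 at 1.10 and the SR protein kinase gene Srpk2 at 0.96. For 9 exons with the site upstream it was -0.61 ± 0.58, and 8 of the 9 ratios were below 1, with Rufy3 at -1.24, Prepl at -1.05 and the kinase gene Map3k7 at -0.91. Epb41l3, at 0.75, was the upstream exon above 1. The 2 means differed by 0.91 on the log2 scale, or 1.88-fold (exact permutation test, p = 0.00167, one-sided for downstream above upstream). For E11.5 embryo over E11.5 placenta they differed by 0.86 (exact permutation test, p = 0.00916, one-sided). The paper chose the exons among its stage-specific probe sets, and 20 of the 22 listed could be measured. The paper states that inclusion was positively correlated with Fox2 expression for exons with downstream sites, and that the opposite held for exons with upstream sites.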

Our results indeed demonstrate that when the introns downstream of a cassette exon contained UGCAUG, a hexamer representing the most specific binding site for this protein, exon inclusion levels were positively correlated to *Fox2 *expression levels, while the opposite was true for exons with upstream binding sites. There is nearly a ten-fold difference between the means of exon inclusion ratios for these two categories, when comparing E11.5 and E8.5 (P = 0.0204). We also used a more relaxed criterion for identifying putative Fox2 binding sites, including all the binding sites previously described [38]. This analysis increased the sample size from 22 to 58 candidate regulated cassette exons (Additional file 4 Table S2), and resulted in increased statistical significance levels of the regulatory effect (P = 0.0012; Figure 7D, bars labelled "All"), suggesting that Fox2 binding sites may allow a level of degeneracy *in vivo*, and that there may be a large number of splicing events regulated by Fox2 during early embryonic development.

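With all binding sites of the paper's list, 29 downstream exons had a mean log2 ratio of 0.29 ± 0.72 (SD) from E8.5 to E11.5 embryo and 25 upstream exons of -0.26 ± 0.56. The difference was 0.55, or 1.46-fold (permutation test with 100000 resamples, p = 0.00178, one-sided). Ratios were above 1 for 20 of 29 downstream exons and below 1 for 19 of 25 upstream exons. For E11.5 embryo over E11.5 placenta the difference was 0.27 and did not pass (permutation test, p = 0.108, one-sided), with 16 of 29 downstream exons above 1 and 14 of 25 upstream exons below 1. Some genes contribute more than 1 exon. With 1 value per gene, and without the 4 genes that have exons on both sides, 21 genes remained on each side. The difference from E8.5 to E11.5 was then 0.70 (permutation test, p = 0.00058, one-sided). The upstream exons left out were those of Ank3 (0.52), Cux1 (0.59), Epb41l3 (0.75) and Tcf7l2 (-0.71). The rise from 0.55 to 0.70 is thus not an effect of averaging alone.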

## Discussion

### Alternative splicing is frequent during early embryonic development

Alternative splicing is becoming a widely studied process that can increase the transcriptome complexity using a finite set of genes. However, little is known on the regulation of alternative splicing during development, where time and tissue specific regulation of protein levels is fundamental for cell differentiation, apoptosis and migration, all key regulators of organogenesis. In this work, we show that splicing is extensively regulated during organogenesis. We compile a list of 5,500 genes that indicate transcript isoform differences between our two tissues of interest - embryonic and placental - or across three developmental stages, E8.5, E9.5 and E11.5. According to a 5% FDR cutoff, we estimate that 9% of all exons are differentially alternatively spliced between the placenta and the embryo, and 2% of exons are differentially alternatively spliced across the three developmental stages. With 5 biological replicates each, and 6 distinct tissue/stage samples, our study has considerable statistical power to detect alternatively spliced transcripts. Our analysis also allows us to compare the fraction of genes that show isoform level changes with genes that are differentially expressed at the whole transcript level. Although we find that the number of differentially expressed genes is larger than differentially spliced, the numbers are of similar orders of magnitude (Figure 3). Interestingly, there is a large overlap between these subsets, and we show that genes with very significant levels of differential expression have a much higher than expected chance of being alternatively spliced.

It is also worth noting that because of the high statistical power of the study, our number of differentially expressed candidates is ten times higher than what was previously demonstrated by a genome-wide expression analysis of placentas and embryos at E12.5, which found only 6.5% of statistically significant differences in gene expression [39]. This could be explained in part by the advances in microarray analyses - i.e. the use of whole-transcript arrays - and the profiling of two placental stages allowing us to target a larger number of developmental events. However, it should be noted that the observed trends in expression are highly concordant between these two studies; most of the genes that had been shown to be highly expressed in placentas in the earlier study displayed the same high expression profile in our analysis.

Although we cannot rule out that a fraction of the genome-wide alternative splicing candidates may represent false positive results, our validation of 17 candidates presented here, as well as the 80% success in validation of previous experiments [40] suggests that false positives should not significantly affect our qualitative conclusions. It is difficult to estimate false negative rates in these types of studies. Although they are likely to be non-negligible, the limited power of the approach would render our estimates of the true frequency of alternative splicing conservative. We expect that this study exposes only the tip of the iceberg, and that a clearer picture will emerge as the whole-genome technologies mature. In the meantime, we provide a user-friendly database of our results in the additional material online (Additional file 1 Table S1).

### Implications for regulation of developmental pathways

In the current paradigm, regulation of developmental pathways is accomplished mainly at the level of transcription, and is mediated by changes in expression of certain key genes. For example, one of the earliest events in embryonic development is the separation of the inner cell mass - which forms the embryo proper - from the trophectoderm lineage. This event is regulated by interaction between three transcription factors: *Cdx2, Nanog*, and *Oct4*. This transcriptional regulation is essential for turning on numerous other genes that will drive differentiation of the embryo and its associated placenta. Incidentally, *Oct4 *is known to express multiple alternatively spliced isoforms with distinct expression patterns and possibly distinct functions [41]. In another well-known example, left-right asymmetry is governed by the *Nodal *molecular cascade. At E7.5 *Nodal *is turned on at the node, leading to auto regulation of its own expression in the left lateral plate, and turning on the expression of *Lefty *and *Pitx2 *genes. These three key players form the basis of a pathway containing numerous genes that control the specification of left versus right. Like *Oct4*, *Pitx2*, (one of our candidates, see Additional file 1 Table S1), expresses several isoforms with distinct transcriptional activities [42], and only one of those isoforms, *Pitx2c*, is required for left right asymmetry [43].

As the above examples demonstrate, many developmental pathways include alternative isoforms of key genes. Our own analysis presented here also indicates that a large proportion of developmentally regulated genes express alternative isoforms. The correct temporal and spatial expression of those isoforms is most likely regulated by specific splicing factors. Hence, we propose that in addition to canonical developmental pathways regulated by transcription factors, there exists a parallel, and yet highly overlapping, set of pathways regulated by splicing factors. A single splicing factor may affect the splicing of numerous exons in a large number of genes [18,44,45]. Thus, changes in expression levels of splicing factors can have profound downstream effects. Moreover, many splicing factors are themselves involved in self-regulatory feedback loops and express multiple isoforms [46,47]. Our analysis indicates differential embryonic expression of a number of RNA binding proteins and putative splicing factors. One of the particularly interesting examples is *Fox2 (RBM9 *or *Fxh*), a factor whose expression and promoter usage are both variable across the three developmental stages (Figure 7B). We find that *Fox2 *expression increases nearly 2 fold between days 8.5 and 11.5 in the embryo, but not in the placenta. We also show that this increase in *Fox2 *levels has a significant and predictable effect on the alternative splicing of cassette exons which contain putative binding sites within 100 nt in the neighbouring introns (Figure 7D). Furthermore, the use of the proximal promoter, which gives rise to an mRNA encoding a shorter N-terminus, increases between those stages (Figure 7C). Thus, not only is the overall amount of *Fox2 *product, but also the ratio of distinct isoforms, variable across early embryonic development.

Recently *Fox2 *has been found to be highly expressed in another developmentally relevant system, pluripotent cell lines, along with other pluripotency markers such as *Oct4 *and *Nanog*. *Fox2 *has been shown to regulate the splicing of numerous alternative exons in human embryonic stem cells, and to be necessary for maintaining viability of the cells. Moreover, *Fox2 *pre-mRNA contains active binding sites for its own protein, indicating a degree of autoregulation. Finally, many *Fox2 *targets are in turn splicing regulators, suggesting the existence of more extensive splicing networks [38]. The properties of such networks have been recently investigated in detail across a number of tissues and species [48].

### Future directions

Our study, along with a few recent publications [38,48-50] demonstrates that alternative splicing is a frequent event and is likely to have a significant role in development. With the promising results presented here, the future step will be to improve detection rates by using additional developmental stages, and a finer resolution of embryonic tissues. Indeed, the use of whole embryo mRNAs does not permit discovery of small-scale tissue-specific alternative splicing, which is likely to be extremely significant to tissue differentiation. Finally, most of our knowledge pertaining to genome-wide variation in alternative splicing has been acquired thanks to recent developments in microarray technologies, using either exon or splice-junction microarrays. Even more recent advances in high throughput sequencing will soon make it feasible to carry out whole-genome expression and isoform profiling experiments using mRNA sequencing. This approach allows digital monitoring of expression by counting the number of reads that map to mRNA segments of interest and comparing them across samples. These fragments may be genes, individual exons, or specific splice junctions. mRNA sequencing also allows the discovery of novel, as of yet unannotated, isoforms and transcripts. Preliminary studies carried out on a limited number of tissues and with limited sequencing coverage, [3,4] have already significantly enlarged our catalogue of alternatively spliced genes. With the rapidly increasing throughput, along with dropping costs and accessibility of sequencing, these technologies will soon allow us to routinely view gene expression at the sub exon level resolution and to decipher the role of splicing regulation in development and other systems.

## Conclusions

In this study, we have demonstrated that changes in alternative splicing are frequent during early mouse development between tissues and stages. Indeed, the numbers of differentially spliced genes are similar to those of differentially expressed genes. In these two categories, there is an overrepresentation of genes that have been implicated in development. In addition, many RNA-binding proteins are differentially spliced and/or expressed at the mRNA level. We can see a direct correlation between expression of Fox2, a known splicing factor, and the alternative splicing of cassette exons containing binding sites for this protein in the neighbouring introns. Thus, our results suggest that the effects of alternative mRNA isoforms should now be systematically verified in developmental gene studies.

## Methods

### Embryo collection

To generate embryos, C57BL/6J females were placed with C57BL/6J males overnight and checked for the presence of a vaginal plug in the morning. The day that a plug was detected was considered embryonic day (E) 0.5. All mice breeding and manipulations were performed in accordance with the Canadian Council on Animal Research. Embryos were collected between E6.5 - E11.5 for RNA isolation. Embryos for RNA isolation were stored in RNAlater (Ambion) for microarray analysis or TRIzol (Invitrogen) for RT-PCR, and isolated according to the manufacturers' protocol.

### Microarray Hybridization

The microarray hybridization and analysis was done as previously described [40], but using the Affymetrix GeneChip^® ^Mouse Exon 1.0 ST microarray. One microarray was used for each of the five biological replicates used in every stage and tissue analysed. All the microarray data has been deposited online in NCBI's Gene Expression Omnibus [51] with the accession number GSE21971. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21971.

### Normalization and summarization of ExonArray hybridization data

The Affymetrix Mouse ExonArray contains approximately 1.2 million probe sets which target roughly 1 million known and predicted exons. The annotations used to design these probe sets are derived from a variety of sources and vary dramatically in the strength of experimental evidence which supports their existence. These annotations are divided, in order of decreasing quality of experimental support into "core", "extended", "full", "free" and "ambiguous" annotations. Our analysis was restricted to the approximately 2.2 × 10^5 ^core probe sets on the ExonArray. These probe sets interrogate exons derived from RefSeq transcripts and/or full-length GenBank mRNAs. There are a number of issues to consider when analysing GeneChip data from an experiment with multiple arrays. These include background correction, normalization, non-specific hybridization and probe summarization. We background-corrected probe expression levels for non-specific binding based the distribution of binding intensities of a set of "anti-genomic" probes of a similar GC content to the probe of interest. These anti-genomic probes are designed so as to not hybridize with any sequence in the mouse genome and so provide an estimate of the level of non-specific binding for a given GC content. Probe intensities were then quantile normalized across all samples. Finally, individual probe expression levels were summarized into exon- and gene-level expression using the Probe Logarithmic Intensity Error (PLIER) algorithm. All analyses were performed using the Affymetrix Power Tools suite of command line programs [52].

### Data Quality Control

A major problem with inferring alternative splicing of exons between different biological samples using ExonArrays is differentiating such variation from changes in whole-gene expression level. The combination of changes in whole gene expression level with misleading probe set results can introduce potentially artefactual signals of alternative splicing in three main ways: via (i) the inclusion of probe sets from genes that are not expressed in a subset of samples (ii) the inclusion of cross-hybridizing probes or (iii) the inclusion of nonresponsive or "dead" probes [[53], Figure eight]. With these problems in mind we employed a number of quality control protocols to our expression data. Our objective was to minimize the number of false positive signals of differential splicing between our samples. Our filters are based upon the standards described by Affymetrix [53]. Firstly, in order to differentiate genic from exonic expression changes, all exon expression levels were normalized by the whole gene expression level estimated by the PLIER algorithm. Secondly, to minimize errors introduced by unexpressed genes, we also excluded all meta-probe sets and their constituent probe sets that were not expressed in all 25 of our samples. A gene was defined as "not expressed" if its mean expression level was lower than the quartile of the distribution of all core meta probe set intensities for the chip in question. Thirdly, we attempted to minimize the influence of cross hybridizing probe sets in our analysis by removing all probe sets in which the probe set/meta-probe set intensity ratio was greater than 5, indicating a high level of cross-hybridization. Finally, in order to remove "dead" probe sets we used the detection above background (DABG) P-value, as estimated by the apt-probeset-summarize program. The DABG P-value describes the probability that an intensity value at least as extreme as the observed could have been drawn from the null distribution, in this case the background distribution of intensity values. In order to account for chip-to-chip variation, we set a False Discovery Rate-corrected P-value threshold at 0.05 for each chip, based on the distribution of DABG values for that chip. In our case, a "dead" or unresponsive probe set was defined as any probe set in which the DABG P-value exceeded the chip-specific FDR threshold value in all samples. In order to stabilize the variance data values were log-transformed.

### Statistical Analysis

Each probe set in our filtered dataset retained 25 estimates of expression level. These estimates were divided by tissue (embryonic and placental) and developmental stage (days E8.5, E9.5 and E11.5 embryonic, days E9.5 and E11.5 placental) with 5 biological replicates in each tissue-stage. For simplicity, we refer to embryonic samples as a single "tissue" throughout. The absence of placental samples from day E8.5, due to insufficient RNA quantities, means that our dataset is unbalanced and therefore, not amenable to analysis by standard two-way ANOVA. Instead, we implemented the following approach. In order to test for significant differences in expression level between tissues we use a two-sample t-test, combining samples from day E9.5 and day E11.5 from both tissues. We tested for differences in expression level between developmental stages using a two sample t-test in placenta to compare expression level on day E9.5 and day E11.5, and using a one-way ANOVA in embryo to compare expression levels on days E8.5, E9.5 and E11.5. The p-values for these latter two tests were then combined using Fisher's method [54] under the common null hypothesis of no significant variation in expression level across developmental stages in either tissue. All p-values were adjusted for multiple testing by using the Benjamini and Hochberg [55] FDR procedure, and a false discovery rate of 0.05 was used as a cutoff for reporting the results.

### Fox2 effect on alternative cassette exon inclusion

In order to confidently identify cassette exons, of the top 2830 significant probe sets (Additional file 1 Table S1), we selected those that were annotated as "cassetteExon" in the "knownAlt" track on the UCSC Genome Browser [30]. As binding sites for Fox2 are found predominantly in the surrounding introns within 100 nt of the splicing sites [38], upstream and downstream introns were scanned for the presence of several different putative binding sites previously published [38], using sequences extracted with the UCSC Table Browser data retrieval tool [56]. We then calculated E11.5/E8.5 and E11.5/P11.5 ratios for each probe set value, normalized to the corresponding meta probe set. This ratio corresponds to the predicted ratio of exon inclusion levels. The candidate exons were divided into two sets: those that contained a putative Fox2 binding site within the upstream intron, and those with a binding site in the downstream intron. The data was log-transformed in order to stabilize the variance of the ratios, and the differences between the two sets were analysed using a one-tailed, unpaired Welch's t test [57]. The results were considered significant if the p-values for the difference between the means were less than 0.05 (P < 0.05).

### End-point PCR validation

Standard PCR validation was done using HotStarTaq PCR mix (Qiagen) according to the manufacturer's instructions. 8 ng of cDNA were used in a 10 μl reaction with conditions set as follows: 15 minutes at 95°C, followed by 30 cycles of 30 seconds at 95°C, 30 seconds at 58°C and 45 seconds at 72°C. The resulting products were analyzed on a 2% agarose gel (Additional file 3 Figure S2). Primer sequences used are available in additional table (Additional file 4 Table S3).

### Real-time PCR validation

The validation of the results by qPCR was done in a 384-well format using the 7900HT Fast Real-Time PCR System (Applied Biosystems) and the Power SYBR^® ^Green PCR Master Mix (Applied Biosystems) according to the manufacturer's protocol. The concentrations of the reagents used were 8 ng of cDNA was in a 10 μl reaction with 320 nM of each primer. The parameters of the qRT-PCR machine were 10 minutes at 95°C, followed by 40 cycles of 20 seconds at 95°C, 30 seconds at 58°C and 45 seconds at 72°C. The primers used are shown in additional table (Additional file 4 Table S4).

## Abbreviations

DABG: Detection Above BackGround; DAS: Differentially Alternatively Spliced; E: Embryonic day; FDR: False Discovery Rate; MPS: Meta Probe Set; PCA: Principal Component Analysis; PS: Probe Set; RBP: RNA-Binding Protein

## Authors' contributions

DG performed the data analyses. TR contributed to the data analyses and validated results. CD prepared the samples for microarray experiments and participated in validation of the results. LJM collected and provided the samples used for the study. JM and TR drafted the manuscript. JM and LJM conceived and co-ordinated the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1 - Data filtering**. Fold-change in percentage overlap of predicted alternatively-spliced exons in our analysis with alternatively spliced events based on UCSC "known" genes versus False Discovery Rate (FDR) P-value threshold. Click here for file

Additional file 2 **Table S1 - Candidates**. A list of all significant alternatively spliced candidates found during our analysis. Click here for file

Additional file 3 **Figure S2 - PCR validation**. Results of the endpoint PCR validation of alternative cassette exons. Click here for file

Additional file 4 **Additional tables **. **Table S2 **Table containing primers used for end-point PCR validation. **Table S3 **Table containing primers used for qRT-PCR validation. **Table S4 **Information about binding sites found for Fox2. Click here for file

# Supplementary material for: Alternative splicing is frequent during early embryonic development in mouse
**Source:** BMC Genomics. 2010 Jun 23;11:399. doi: 10.1186/1471-2164-11-399
**Supplement:** Additional file 1 — Figure S1 - Data filtering. Fold-change in percentage overlap of predicted alternatively-spliced exons in our analysis with alternatively spliced events based on UCSC "known" genes versus False Discovery Rate (FDR) P-value threshold.

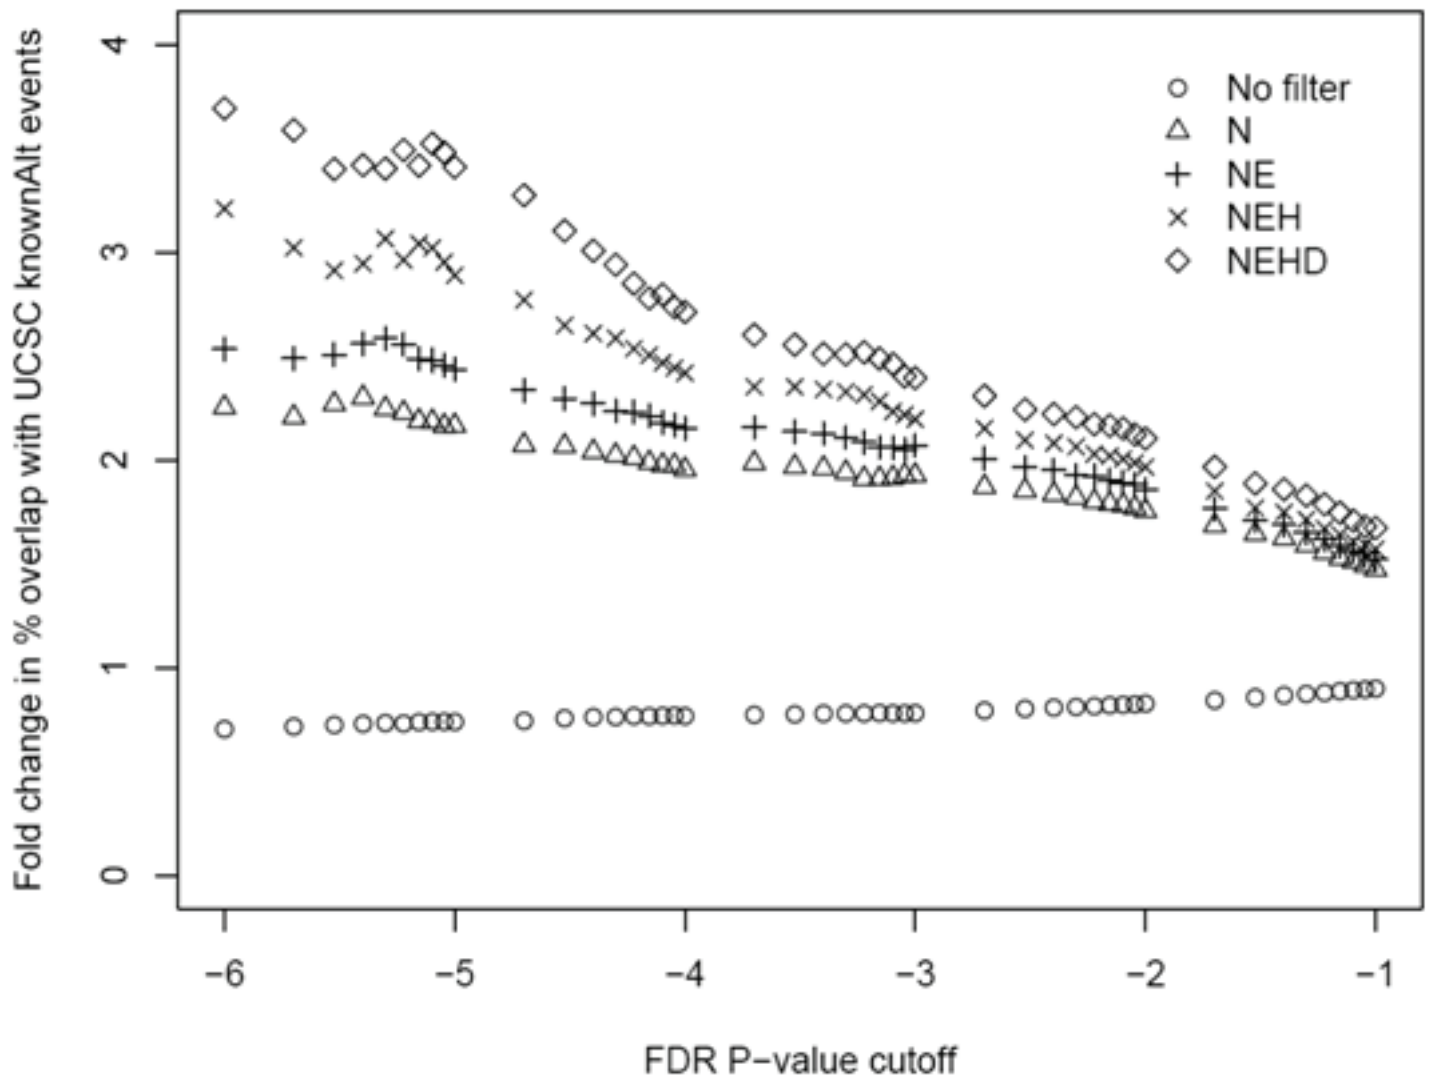

Supplemental figure 1 – Fold-change in percentage overlap of predicted alternatively-spliced exons in our analysis with alternatively spliced events based on UCSC “known” genes versus False Discovery Rate (FDR) P-value threshold. Here, a predicted alternatively spliced exon was any exon where the P-value associated with either a tissue or developmental stage effect was less than a given FDR threshold value. The fold-change in overlap is relative to the background overlap of all exons in a filtered dataset with the UCSC annotation. The filters are: N - exon expression normalized by whole gene expression level; NE - N + “unexpressed” genes removed; NEH - NE + potentially cross-hybridizing probe sets removed; NEHD - NEH + putatively “dead” probes removed. After expression-level filtering, at the FDR rate of 0.05, our results contain twice as many exons that already have prior evidence of alternative splicing as would be expected by chance.

# Supplementary material for: Alternative splicing is frequent during early embryonic development in mouse
**Source:** BMC Genomics. 2010 Jun 23;11:399. doi: 10.1186/1471-2164-11-399
**Supplement:** Additional file 2 — Table S1 - Candidates. A list of all significant alternatively spliced candidates found during our analysis.

AltDev: Alternatively spliced during development

# Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

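Gene and exon levels were measured in 25 arrays of mouse tissue, with 5 biological replicates each of E8.5 embryo, E9.5 embryo, E11.5 embryo, E9.5 placenta and E11.5 placenta. The deposited intensity values were made by the authors from the scanned arrays with Affymetrix Power Tools, whose version is not given. According to the paper's methods, the probes were corrected for background with anti-genomic probes of like GC content, quantile normalized across all samples and summarized with PLIER, for each meta probe set (gene) and for each probe set (exon or part of an exon). The submitters' processing notes give genome build mm8. The values are linear, none is missing, and no background or normalization step was added to them here.

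The array median of the gene values was 154 to 182 and that of the exon values 76.1 to 78.6. The number of arrays limits the precision. Of 23238 meta probe sets, 14939 carry exactly 1 symbol, 989 carry several and 7310 none. Of 1236087 probe sets, 321091 carry exactly 1 symbol, and 239729 were paired by symbol with the meta probe set of their gene. Current symbols were taken through synonyms for 4259 symbols.

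Values were taken as log2(value + 1). For the counts between tissues and between stages, a gene had to reach the 25th percentile of the array on all 25 arrays, as in the methods (14783 genes). For single contrasts, named genes and gene lists, it had to reach it on all 5 arrays of at least 1 group (17591 genes). Principal components of the gene values were taken over all 23238 meta probe sets. A probe set had to lie above the array median of all probe sets on at least 1 array, in place of the detection p-values of the paper, which were not used here, and on average at most 5 times above its gene. The paper restricted its analysis to core probe sets, and here all probe sets paired with a gene entered, since the core annotation was not at hand. Log2 changes of named genes that rest on values below the 25th percentile of the array (77.7 to 82.2) are given as at least the change with that limit in their place. The splicing index is the log2 probe set value minus the log2 gene value.

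All 25 arrays were fitted together with limma 3.58.1 in R 4.3.3, with 1 mean per group, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Tissues were compared over E9.5 and E11.5. Stages were compared by a joint test of E9.5 and E11.5 against E8.5 embryo and of E11.5 against E9.5 placenta. Tables were read with data.table 1.17.8. Exact and permutation tests were run with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

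Lists of genes were tested with camera at a preset correlation of 0.01, with the correlation estimated for each list, and with fry. The 26 lists cover trophoblast and placental hormones, maternal decidua, natural killer and other leukocytes, yolk sac and visceral endoderm, primitive erythroid cells, endothelium, neuronal differentiation, neural progenitors, neurogenesis and axon guidance, skeletal muscle, heart muscle, cartilage, liver, pluripotency and gastrulation, somite segmentation, anterior and posterior Hox genes, the extracellular matrix, cell adhesion, the actin cytoskeleton, tissue-restricted splicing regulators, SR proteins and hnRNPs, the core spliceosome, ribosome biogenesis, DNA replication and glycolysis.

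Genes were named by a rule: those the paper names, the 12 with the largest change in each direction among genes without overlap of the groups for 3 contrasts, the members of each list with the largest change, and the 10 probe sets with the largest change of the splicing index between tissues and between stages. For genes of Tables 3 to 5 without a probe set named in the paper's text, the one with the smallest stage p was taken. In Erc1, which has 2 meta probe sets, and Wnk1, which has 0 of its symbol alone, the splicing index was formed against the gene's own probe sets, a choice made after their values were seen.

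The fits were tested on simulated data that had the means and spreads of the real values, no group effect and 200 changes of known size. Between tissues, 67.2% of genes changed 1.25-fold and 94.0% of those changed 1.5-fold were recovered. Between stages, 25.4% and 86.6% were recovered. For probe sets changed 1.25-fold, the shares were 31.3% between tissues and 3% between stages. For those changed 1.5-fold they were 73.1% and 41.8%. Far fewer rows were changed than were called in the data, and the noise was drawn independently for each row. The shares recovered in the real data can thus differ.

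The alternatives were a pseudocount of 16, the replicate number as a block in the fit, quantile normalization again, other gene and detection filters, the tests named in the methods, a variance trend, the gene level taken from the gene's probe sets, and each array left out in turn. Subtraction of a background from every array and the removal of E9.5 placenta replicates 4 and 5 were added after the data were seen. The replicate numbers are not stated to pair embryos with placentas, so they were not used as pairs. Gene coordinates on mm8 and the splicing event annotation were not at hand, so no probe set was placed within its transcript. The RT-PCR and PANTHER results were not analysed here.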

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

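The test of placental trophoblast on E8.5 embryos, both tests on decidua and leukocyte genes and the value with background subtracted were chosen after the result was seen.

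Genes that changed in expression between tissues carried changed probe sets more often (odds ratio 7.29), and among changed probe sets of low intensity 81.6% (95% interval 81.1 to 82.1) moved against their gene, with 44.9% among bright ones. With the number of probe sets and the gene level in a logistic model the odds ratio was 7.32 (6.53 to 8.21), which argues against these as the cause of the overlap. With the 25th percentile of each array subtracted it was 5.96 (5.38 to 6.60). This cannot decide whether added background is the whole cause. After the subtraction 69.3% of the changed dim probe sets still moved against the gene, so background may remain. The shared gene level also leaves unknown what the odds ratio would be without a true link. The direction of dim probe sets has the share that added background predicts, so background may account for part of their changes. A difference in isoforms between the tissues and the gene level that both calls share, since the splicing index subtracts it, remain open beside it.

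All 16 measured genes of the yolk sac and visceral endoderm list were higher in E8.5 than in E9.5 embryo, a signal in genes that the paper does not discuss, with Ttr at 3706 ± 553 (SD, n = 5 arrays) at E8.5 and 439 ± 358 at E9.5 and Rbp4 at 3501 ± 341 and 566 ± 391. Of 36 trophoblast genes 11 were higher in E8.5 embryo too (13 adjusted over the list alone, camera adjusted p = 2.84e-07, adjusted p = 0.154 with an estimated correlation), among them Phlda2 at 2201 ± 374 and 299 ± 158. Of 138 genes at least 2-fold lower in E9.5 than in E8.5 embryo, 84 (60.9%, 95% interval 52.2 to 69.1) were higher in E11.5 placenta than in E11.5 embryo, against 27.5% of all genes and 12 of the 135 at least 2-fold higher. Of the 16 list members, 7 are also in another list and 15 reached the 25th percentile on all E11.5 embryo arrays, so the embryo expresses them too. An earlier test of 5 picked placental genes, Prl7d1, Prl2a1, Ctsj, Ceacam9 and Tpbpa, was replaced by the trophoblast list after its result was seen. In it 0 of the 5 were higher in E8.5 than in E9.5 embryo. That goes against trophoblast that expresses these 5 genes, while the 11 list members go with trophoblast. Yolk sac in the E8.5 arrays, placental trophoblast left on the E8.5 embryos and a fall of these genes inside the embryo between the stages cannot be told apart, since neither yolk sac nor E8.5 trophoblast was sampled.

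Of 22 maternal decidua genes 19, and of 17 leukocyte genes 16, were higher in E11.5 than in E9.5 placenta (adjusted p = 0.111 for both lists with an estimated correlation), in genes that the paper does not discuss. The highest at E11.5 included Gja1 at 1153 ± 742 (SD, n = 5 arrays) at E9.5 and 4887 ± 764 at E11.5 and Gzmd at 2631 ± 2547 and 7474 ± 499.8. In list means per array the decidua list rose above the yolk sac list by 2.08 on the log2 scale (95% interval 1.08 to 3.09), above the erythroid list by 1.48 (0.65 to 2.31) and above the endothelial list by 0.97 (0.43 to 1.51), and without E9.5 placenta replicates 4 and 5 by 2.44 (1.09 to 3.79), 1.90 (0.92 to 2.89) and 1.22 (0.56 to 1.88), which argues against a lower share of trophoblast that raises all other cell types alike. Of the decidua members 6 are in another list, and 21 of the decidua and 9 of the leukocyte genes reached the 25th percentile on all E9.5 placenta arrays. A larger share of maternal decidua in the dissected tissue, which could raise the same 19 genes, and a change of the decidua with stage cannot be told apart, since decidua was not sampled alone.

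On 4 of 70 tested groups of 5 arrays, 1 array lay far from the others, where chance gives about 1 in 20 (Dixon's critical value 0.71). On the first principal component, E11.5 placenta replicate 2 lay at 67.5 and the others at 75.6 to 76.4. The Rbfox2 gene level of E9.5 placenta replicate 2 was 974.6, with the others at 798.8 to 840.0. For the middle promoter probe set of Gcnt2, the splicing index of E8.5 embryo replicate 5 was 0.33, with the others at 0.08 to 0.10. For the cassette exon of Depdc5 it was -1.26 in E9.5 embryo replicate 1, with the others at -1.07 to -1.01.

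The change from E9.5 to E11.5 differed between embryo and placenta by the interaction test of limma in 3587 genes and, for the splicing index, in 3493 probe sets. For Rbfox2 the log2 change in embryo was 0.64 above that in placenta (adjusted p = 4.48e-06 from limma). Of 2917 genes that changed in both tissues, 2643 changed in the same direction, and 274 changed in opposite directions and passed the interaction test.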

How the results depend on the processing

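The values with background subtracted and without E9.5 placenta replicates 4 and 5 were chosen after the data were seen. Counts of genes and probe sets between tissues and stages, the odds ratios and the Fox2 site results kept their direction and their side of the threshold, with counts within 1.5 times, under every alternative run, except for 2 counts with the methods' tests. There 8918 probe sets changed both between tissues and stages (16266 in limma), and 3411 genes had the same probe set changed in both (5135 in limma). With the replicate number as a block, 10607 genes changed between tissues, and 10461 of them are among the 10524 without it. Without 1 array at a time the tissue count was 10338 to 10578, the stage count 9434 to 10060, and the count from E8.5 to E9.5 embryo 2547 (without E9.5 embryo replicate 5) to 4112. The variance on the first principal component was 62.119% and moved by more than its spread to 63.28% with a pseudocount of 16, 57.531% with background subtracted, 60.837% without E9.5 placenta replicates 4 and 5, 64.831% with the genes of the paper's filter, 31.577% with genes scaled to unit variance, and 60.566 to 63.385% without 1 array. The second component moved to 15.245% without E9.5 placenta replicates 4 and 5. Of the camera calls of lists, 4 of 61 held with the correlation estimated. The liver list between tissues was not called by camera (adjusted p = 0.872, with 0.796 to 0.97 over 6 alternatives, the highest with an estimated correlation) and reversed with fry, which tests a list against no change (median -0.376, adjusted p = 0.0241). The Epb41l3 exon between tissues reversed to 0.0039958 (adjusted p = 0.985, 0.00069 to 0.985 over 40 alternatives) with the gene level from the gene's probe sets. The cause was not tested for any of these. Of 14975 values of named genes without 1 array, 14744 stayed on the same side of the threshold, 208 lost a call and 23 gained one. Of 3824 values of named probe sets, 3781 stayed on the same side, 21 lost a call and 22 gained one. With fry 15 list calls were gained and 1 lost, with quantile normalization again 4 were lost and 1 gained. Signal over background limits the dim probe sets, since the lowest exon values of an array were 17.6 to 23.7 and the median 76.1 to 78.6.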

Differences from the paper's values

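No test of this part was chosen after the result was seen, and the alternatives counted here were set before the data were examined, apart from those with background subtracted and without E9.5 placenta replicates 4 and 5, which enter the ranges of Gcnt2 and Kif2a.

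The paper's count of probe sets changed between tissues is 12011 (9%), and here it was 53779 (27.5%). For stages the paper's values are 2830 (2%), here 26139 (13.4%). For both, the paper's value is 924, here 16266. The paper's number of genes with a changed probe set is 5549, here 9856, its share of them with both kinds is 21%, here 64.1%, its number with the same probe set in both is 824, here 5135, and its number with a stage-specific probe set is 1828, here 7021. Of 38 alternatives none came within 1.5 times of the paper's value for any of these. The threshold of 0.05 is the paper's, while the detection filter is not. The paper restricted its analysis to core probe sets, whose annotation was not at hand, so all paired probe sets that passed the filters were tested here.

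Read by eye from Fig. 3D, the paper's shares of all genes are about 51% with any changed probe set, here 89.0%, about 45% between tissues, here 82.6%, and about 17% between stages, here 63.4%. Of genes changed between tissues about 10% have a stage-specific probe set in Fig. 3D, read by eye, and here 67.0% had one. Of genes changed between stages about 51% have a tissue-specific probe set in Fig. 3D, read by eye, and here 85.9% had one. None of the 38 alternatives closed these gaps.

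The paper's share of variance of the first component is 32.9%, here 62.119%, and that of the first and second together 48%, here 76.319%. Of 29 alternatives, genes scaled to unit variance gave 31.577% and 46.527%, within the paper's values, and no other did. The paper's fold difference between exons with downstream and upstream UGCAUG sites is nearly 10, and here it was 1.8777, with 1.83 to 1.95 under 15 alternatives, none within 1.5 times. The paper's p for it is 0.0204 from a one-tailed Welch test. Here it was 0.00167 from a one-sided exact permutation test and 0.00143 from a one-sided Welch test. The alternatives gave 0.00114 to 0.00483, none within 1.5 times.

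The paper states larger changes for exon 8 and for a 3′ end exon of Celf4 than any of its 24 probe sets showed, where the largest rise from E9.5 to E11.5 embryo was 1.44 and the largest fall in placenta -1.03 on the log2 scale, while the gene rose by 0.84 in embryo, or 1.79-fold (1.71 to 1.82 over 38 alternatives), less than the paper states. For the second promoter exon of Gcnt2 the joint stage test did not pass (adjusted p = 0.381 from limma), except with the gene level from the gene's probe sets (adjusted p = 0.0222, 0.0222 to 0.605 over all 40), while the splicing index of the middle promoter rose. The cassette exon of Kif2a, which the paper lists as changing with stage, did not pass the joint stage test (adjusted p = 0.0712 from limma), except without E8.5 embryo replicate 3 (adjusted p = 0.0113) or without E11.5 embryo replicate 5 (adjusted p = 0.0493), with 0.0113 to 0.172 over 39 alternatives. The shift in the exon of Numb, which the paper dates from E8.5, was -0.18 from E8.5 to E9.5 (adjusted p = 0.434 from limma) and passed by E11.5.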

Other observations

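The counts of other splits of the arrays were tests chosen after the results were seen.

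Genes of the matrix, of adhesion and of red cells also changed. From E8.5 to E11.5 embryo, 58 structural genes of the extracellular matrix had 37 higher and 7 lower (37 and 8 adjusted over the list alone, camera adjusted p = 2.23e-08, adjusted p = 0.102 with an estimated correlation), with the collagens Col3a1 at 2.40 and Col12a1 at 2.25. Between the placental stages they had 35 higher and 2 lower (36 and 2 adjusted over the list alone, camera adjusted p = 5.08e-09, adjusted p = 0.13 with an estimated correlation), with Thbs2 at 2.74 and Fbln5, an elastic fibre protein, at 2.46. Of 56 cell adhesion molecules, the embryo had 33 higher and 10 lower (34 and 10 adjusted over the list alone, camera adjusted p = 1.54e-05, adjusted p = 0.259 with an estimated correlation), with Pcdh10 at at least 3.17 and the axonal Cntn2 at 3.13, and the desmosomal Dsg2 at -1.78. Of 38 genes of the actin cytoskeleton and motor proteins, the embryo had 20 higher and 6 lower (20 and 6 adjusted over the list alone, camera adjusted p = 0.000371, adjusted p = 0.362 with an estimated correlation), with the neuronal kinesins Kif1a at 1.89 and Kif5c at 1.73. Of 15 genes of primitive erythroid cells, the embryo had 8 higher and 1 lower (9 and 1 adjusted over the list alone, camera adjusted p = 0.00151, adjusted p = 0.383 with an estimated correlation), with the embryonic globin Hbb-y at 2.91 and the anion exchanger Slc4a1 at at least 2.50.

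Posterior Hox genes and liver genes went in more than 1 direction. Of 14 posterior Hox genes, E11.5 against E8.5 embryo had 7 higher and 2 lower (7 and 2 adjusted over the list alone, camera adjusted p = 0.0199, adjusted p = 0.138 with an estimated correlation), with Hoxd13 at 2.52, Hoxc10 at 1.77 and Hoxc8 at -0.57. Between the placental stages they had 5 higher and 0 lower (5 and 0 adjusted over the list alone, camera adjusted p = 0.0348, adjusted p = 0.221 with an estimated correlation), with Hoxa11, a gene of the uterus and decidua, at 2.45, and this call was lost with quantile normalization again (adjusted p = 0.0591) and without E9.5 placenta replicates 4 and 5 (adjusted p = 0.064), with 0.032 to 0.221 over 6 alternatives of camera, the highest with an estimated correlation. Fry, which tests the list against no change, gave an adjusted p = 2.94e-06. Of 20 liver genes, E11.5 against E8.5 embryo had 8 higher and 7 lower (8 and 7 adjusted over the list alone, camera adjusted p = 0.507, adjusted p = 0.804 with an estimated correlation), with Vtn at 2.36 and Rbp4 at -2.46.

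A hypothesis written before the result was seen is that matrix genes are more often spliced between stages only because they have more probe sets. With the number of probe sets in the model the odds ratio of the list was 3.78 (95% interval 1.15 to 12.5), which argues against the number of probe sets alone, though the p adjusted over all lists was 0.094. With the stage call of the gene added it was 2.86 (0.87 to 9.38), so the number of probe sets together with the change in expression may account for the excess, and the test could not decide.

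Other splits of the same arrays into groups of the same sizes were drawn, 100 with the real one. Between tissues, 10524 genes (highest other split 7279), 53779 probe sets (21023), 9155 genes with a changed probe set (5889), 7616 genes changed and spliced (4522) and 12099 genes of the single contrast (8094) were each reached by 1 of 100 splits, the real one, so chance is unlikely. The same holds between stages for 9900 genes (1314), 26139 probe sets (1033), 7021 genes with a changed probe set (554) and 5919 genes changed and spliced (349), and in both comparisons for 7790 genes (0) and 16266 probe sets (1). It holds for the contrasts from E8.5 to E11.5 embryo with 7496 genes (2337), E8.5 to E9.5 embryo with 3728 (2900), E9.5 to E11.5 embryo with 5715 (1846) and E9.5 to E11.5 placenta with 6767 (3398). The splits for the 7790 genes and the 16266 probe sets shuffled all 25 arrays, so they do not test the overlap of the 2 calls. For the 9 lists with an unusual share of genes spliced between stages, 1 of 100 splits, the real one, gave as many (highest other 7). The other splits had a median of 0 genes with a changed probe set. Without such genes no list can have an unusual share, so this comparison does not decide on chance for the lists. For the 4 lists with an unusual share of genes spliced between tissues, 4 of 100 splits gave as many (highest other 13). For the 3587 genes of the interaction, 2 of 100 did (highest other 4156). Many patterns were tested and some other split gave a larger value, so chance cannot be excluded for these. Most splits called no gene and so had no odds ratio, which leaves too few splits for a share under 0.05. Between tissues 4 splits had one and 3 of them reached the real 7.29 (highest other 8.69), and between stages 7 had one and 4 of them reached 4.86 (highest other 47.4).

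For the number of lists called by camera, chance cannot be excluded. Between tissues 17 lists were called, and 23 of 100 splits gave as many (highest other 19). From E8.5 to E11.5 embryo 18 were called (14 of 100, highest 20), from E8.5 to E9.5 embryo 15 (13 of 100, highest 19), and from E9.5 to E11.5 placenta 11 (54 of 100, highest 18).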
